# Ionizing Radiation Dose Differentially Affects the Host–Microbe Relationship over Time

**DOI:** 10.3390/microorganisms12101995

**Published:** 2024-09-30

**Authors:** Nabarun Chakraborty, Allison Hoke, Ross Campbell, Gregory Holmes-Hampton, Vidya P. Kumar, Candace Moyler, Aarti Gautam, Rasha Hammamieh, Sanchita P. Ghosh

**Keywords:** total body irradiation, fecal microbiome, fecal metabolite, host–microbiome association, 16S rRNA gene sequencing, functional metagenome, descending colon contents

## Abstract

Microorganisms that colonize in or on a host play significant roles in regulating the host’s immunological fitness and bioenergy production, thus controlling the host’s stress responses. Radiation elicits a pro-inflammatory and bioenergy-expensive state, which could influence the gut microbial compositions and, therefore, the host–microbe bidirectional relationship. To test this hypothesis, young adult mice were exposed to total body irradiation (TBI) at doses of 9.5 Gy and 11 Gy, respectively. The irradiated mice were euthanized on days 1, 3, and 9 post TBI, and their descending colon contents (DCCs) were collected. The 16S ribosomal RNAs from the DCCs were screened to find the differentially enriched bacterial taxa due to TBI. Subsequently, these data were analyzed to identify the metagenome-specific biofunctions. The bacterial community of the DCCs showed increased levels of diversity as time progressed following TBI. The abundance profile was the most divergent at day 9 post 11 Gy TBI. For instance, an anti-inflammatory and energy-harvesting bacterium, namely, *Firmicutes*, became highly abundant and co-expressed in the DCC with pro-inflammatory *Deferribacteres* at day 9 post 11 Gy TBI. A systems evaluation found a diverging trend in the regulation profiles of the functional networks that were linked to the bacteria and metabolites of the DCCs, respectively. Additionally, the network clusters associated with lipid metabolism and bioenergy synthesis were found to be activated in the DCC bacteria but inhibited in the metabolite space at day 9 post 11 Gy. Taking these results together, the present analysis indicated a disrupted mouse–bacteria symbiotic relationship as time progressed after lethal irradiation. This information can help develop precise interventions to ameliorate the symptoms triggered by TBI.

## 1. Introduction

Radiation exposures, even with low doses, can adversely impact human health, causing various clinical symptoms that are referred as acute radiation syndrome (ARS) [1]. ARS manifests different symptoms depending on the radiation doses; for instance, a low-dose exposure causes hematopoietic sub-syndrome, and higher doses of radiation damage the gastrointestinal system and central nervous system [2,3]. In addition, ARS results in a high rate of mortality. A comprehensive understanding of the ARS-induced molecular changes is warranted in order to develop an effective therapeutic strategy for ARS. 

Emerging results have identified microorganisms that colonize in and on the host and act as the key regulators in combating stress or exposure to foreign stimuli [4]. Mostly concentrated inside the human intestine, the microbial community is primarily dominated by bacteria (10^9^–10^11^ cells/g) [5,6], archaea (10^8^–10^10^ cells/g) [7], and viruses (10^5^–10^6^ cells/g) [8]. Together, these gut microbes foster a balanced ecosystem with humans, as they complement each other in accomplishing a wide range of functions, including metabolic and digestive functions, immune fitness, and synaptic activities, thus regulating cognitive and overall psycho-physiological constructs [9,10,11,12]. There is a great deal of emerging interest in understanding the roles of microbes in radiation pathogenesis, assessment of exposure, and rescuing subjects from radiation-induced mortality [9]. 

Indeed, the role of microbes in combating radiation exposure was suggested many years back when germ-free mice were found to be resistant to radiation exposure that typically causes hematopoietic syndrome [13], and this observation was validated recently [14]. An independent study linked a total body irradiation (TBI)-induced surge of pro-inflammatory cytokines to a shift in the ecosystem of intestinal microbes [15]. The association of gut flora and TBI was further underscored by a recent study that identified a group of bacterial taxa, which were selectively proliferated in mice that had survived lethal radiation [16]. Low-dose irradiation can trigger severe mitochondrial damage, and the residual mitochondrial contents that cannot be removed by mitophagy can trigger inflammation [17]. The inflammatory signals produced by activated microglia and infiltrated immune cells promote intracellular signaling cascades and ultimately alter the host metabolism [17]. Since resident microbes are key producers of bioenergy [18], one can postulate that the host–microbiome symbiotic association plays a major role in regulating the networks linked to bioenergy coupled with inflammation and metabolism [19]. 

It is noteworthy that the bacterial communities that are colonized in both humans and rodents share a highly qualitative but minimally quantitative similarity [20], although both communities are dominated by four bacterial phyla: namely, *Firmicutes*, *Bacteroidetes*, *Proteobacteria*, and *Actinobacteria* [3]. The quantitative disparity between the microbial populations that are colonized in human and rodent intestines, respectively, is likely to be a hurdle in finding a phylogenetically conserved solution of translational potential. To overcome this challenge, we plan to exploit the metabolite profile that is at the converging node of multiple kingdoms, including hosts and their resident microbes [21,22]. Current technological capabilities can detect more than 200,000 endogenous metabolites that are linked to ~1900 enzymes encoded in the human genome [23]. In addition, there are around 14,000 metabolites that are synthesized in both humans and microbes. In comparison, there are around 1800 metabolites that are specifically synthesized by the microbial community [22,23]. 

Available evidence [14,15,24,25] has helped build the hypothesis that ARS adversely impacts the host–microbe relationship; hence, a strategic intervention to foster this relationship can mitigate ARS. In this context, the objective of the present work was to identify those taxa that are differentially enriched by a range of radiation doses and the time since TBI exposure and to map this differentially enriched bacterial community toward finding the associated biological functions. In addition, we aimed to construct a DCC-metabolite-enriched network that potentially mirrors the co-perturbations in irradiated mice and bacteria [22]. These two sets of networks were overlapped to inform how TBI putatively disrupts the symbiotic relationship between mice and the DCC bacterial community. Integrating this network information to the rodents’ phenotype, we suggested that there was a likelihood that with the increasing radiation dose, the DCC microbes gradually withdrew from the bidirectional relationship with the host mouse [13,14].

## 2. Materials and Methods

### 2.1. Animals, and Veterinary Care

Male CD2F1 mice (10 to 11 weeks old) were purchased from Envigo (Indianapolis, IN, USA) and acclimated for one to two weeks prior to the start of the study. Experimental animals were identified by either tail tattoos or ear tags and were housed in groups of up to 5 in plastic cages in Allentown NexGen cage systems as described earlier [26]. The animals received Harlan Teklad Rodent Diet 8604 and acidified water (pH 2.5–3.0) ad libitum as soon as they arrived and for the duration of the study. The animal rooms were maintained at 21 ± 2 °C and 50 ± 10% relative humidity with 10–15 cycles of fresh air cycled hourly and a 12:12 h light:dark cycle. 

### 2.2. Total Body Gamma Irradiation Exposure and Monitoring Clinical Signs of Radiation

Twelve- to fourteen-week-old male CD2F1 mice were irradiated bilaterally [27] in the Armed Forces Radiobiology Research Institute’s (AFRRI) cobalt-60 gamma radiation facility in well-ventilated plexiglass boxes (8 mice per box) at a dose rate of ~0.6 Gy/min to total midline doses of 9.5 Gy and 11 Gy, respectively [28]. The dose rate of ~0.6 Gy/min was selected due to the ability to provide a prompt total dose within a short period of time, ~15–20 min, minimizing the time that animals are confined in the radiation boxes. After irradiation, mice were returned to their original cages with free access to food and water ad libitum. All of the irradiations were performed in the morning to minimize the diurnal effect. Animals were monitored closely three times daily (early morning 6:00–8:00, afternoon 13:00–15:00, and late evening 20:00–22:00) by trained personnel because mice start showing signs of pain and distress from radiation damage a few days following exposure. This period is termed a “critical period”, and a health score was given at each time of monitoring in accordance with pre-defined criteria described and approved in the IACUC protocol [26]. Radiation-induced pain and distress were monitored using several criteria including unresponsiveness, abnormal posture, unkempt appearance, immobility, labored breathing, respiratory distress, and lack of coordination [29]. A mouse showing any of the following symptoms was determined to be moribund: inability of the mouse to right itself, limb paralysis, abdominal breathing, a constant twitching, trembling, or tremor that lasted for more than 10 s, or greater than 35% weight loss. Moribund mice were humanly euthanized immediately as per IACUC policy. 

### 2.3. Sample Collection Post-Euthanasia

The DCCs were harvested post-euthanasia at pre-determined timepoints [26] and were collected from unirradiated animals (baseline control or CTR) and irradiated animals on day 1 (d1), day 3 (d3), and day 9 (d9) post-irradiation (Figure 1). Post-euthanasia, the entire intestine was incised on ice, and the DCCs was extracted from the descending colon tissue, cryogenically homogenized, aliquoted for 16S rRNA gene sequencing and metabolomics assays, respectively, and placed at −80 °C for long-term storage. 

The liver tissue was harvested and snap frozen immediately from six CTR mice and six irradiated animals on d3 and d9 post-irradiation at 9.5 Gy and 11 Gy.

### 2.4. Descending Colon Contents 16S rRNA Gene Sequencing Assay

Following our previously published method, RNA and DNA was extracted from the first aliquot of DCC samples using the Power Soil DNA Isolation Kit (MoBio Laboratories, Inc., Carlsbad, CA, USA). The extracted DCC DNA was used for the 16S rRNA gene sequencing study. To meet this goal, the Illumina 16S Metagenomics Library Preparation manual (Illumina, Inc., San Diego, CA, USA) was followed. Briefly, we used previously designed primers to isolate the hyper-variable V3 and V4 region of the 16S rRNA amplicon [30], the samples were barcoded using Nextera indexes, and the libraries were pooled and sequenced on the Illumina MiSeq platform, using paired-end 300 bp reads and Illumina MiSeq v3 reagents. 

### 2.5. Untargeted Metabolomics of Descending Colon Contents

The second aliquot of DCC samples was used for untargeted metabolomics profiling following our standard protocol [31,32]. For the metabolomics sample preparation, 150 µL of an extraction solution containing internal standards made up of 5 mL water, 5 mL methanol, 10 µL debrisoquine (1 mg/mL in ddH2O), and 50 µL of 4-nitrobenzoic acid (1 mg/mL in methanol) (per 10 mL) was added to the DCCs. The samples were vortexed for 15 min and then incubated on ice for 20 min. Next, 150 µL of chilled acetonitrile was added, the samples were vortexed, and then they were incubated at −20 °C for 20 min. Lastly, the samples were centrifuged at 15,493× *g* for 20 min at 4 °C, and the supernatant was transferred to an MS vial for LC-MS analysis. Next, 2 µL of each prepared sample was injected onto a Waters Acquity BEH C18 1.7 μm, 2.1 × 50 mm column using an Acquity UPLC system coupled to a Xevo G2-S quadrupole-time-of-flight mass spectrometer with an electrospray ionization source (UPLC-ESI-QToF-MS) (Waters Corporation, Milford, MA, USA). The mobile phases consisted of 100% water (solvent A), 100% acetonitrile containing 0.1% formic acid (solvent B), and 100% isopropanol with 0.1% formic acid (solvent C). The solvent flow rate for the metabolomics acquisition was set to 0.4 mL/min with the column set at 60 °C. The LC gradient was as follows: initial—95% A, 5% B; 0.5 min—95% A, 5% B; 8.0 min—2% A, 98% B; 9.0 min—11.8% B, 88.2% C; 10.5 min—11.8% B, 88.2% C; 11.5 min—50% A, 50% B; 12.5 min—95% A, 5% B; 13.0 min—95% A, 5% B. The column eluent was introduced into the Xevo G2-S mass spectrometer by electrospray operating in either negative or positive electrospray ionization mode. The positive mode had a capillary voltage of 3.00 kV and a sampling cone voltage of 30 V. The negative mode had a capillary voltage of 2.00 kV and a sampling cone voltage of 30 V. The desolvation gas flow was set to 600 L/h, and the desolvation temperature was set to 500 °C. The cone gas flow was 25 L/h, and the source temperature was set to 100 °C. The data were acquired in the sensitivity MS mode with a scan time of 0.300 s and an interscan time of 0.014 s. Accurate mass was maintained by infusing Leucine Enkephalin (556.2771 [M+H]^+^/554.2615 [M-H]^−^) in 50% aqueous acetonitrile (2.0 ng/mL) at a rate of 10 µL/min via the Lockspray interface every 10 s. The data were acquired in centroid mode with a 50.0 to 1200.0 *m*/*z* mass range for TOF-MS scanning. An aliquot of each sample was pooled and used as a quality control (QC), which represented all metabolites present. This QC sample was run at the beginning of the sequence to condition the column and then injected after every 10 samples to check mass accuracy, ensure the presence of internal standards, and monitor shifts in retention time and signal intensities.

The untargeted data acquired were first converted to the NetCDF unified data format using the Databridge tool in MassLynx (Waters Corporation, Milford, MA, USA). An in-house implementation of the XCMS R package (Scripps Institute, La Jolla, CA, USA) was used for peak detection with an ordered bijective interpolated warping algorithm utilized for retention time correction and parameters optimized using the Isotopologue Parameter Optimization (IPO) R package [33]. The mass-to-charge ratio and retention time (mzrt) features were normalized based on the internal standards (debrisoquine and 4-nitrobenzoic acid present in the extraction solution in positive and negative modes, respectively) as well as QC-RLSC (QC robust LOESS signal correction) normalization.

### 2.6. Quantitative Detection of Lipopolysaccharide Binding Protein (LBP) in Liver

First, 30 to 40 mg of liver tissue was lysed in ice-cold Pierce IP Lysis Buffer (Thermo Fisher Scientific, Waltham, MA, USA; 87788) containing 1:100 dilution of protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO; P8340-1ML) using a hand-held homogenizer. To extract the proteins, homogenates were incubated at 4 °C for 10 min and then centrifuged at 16,000× *g* for 15 min at 4 °C. Next, protein concentration was determined using the Pierce Bicinchoninic Acid (BCA) Protein Assay Kit (Thermo Fisher Scientific; 23225) followed by quantitative detection of mouse LBP using the Mouse LBP ELISA Kit (Abcam, Cambridge, MA, USA; ab213876). The standard protocol of the ELISA was slightly modified by blocking the biotin using the Endogenous Biotin-Blocking Kit (Thermo Fisher Scientific; E21390) in order to nullify the effect of the endogenous biotin in the liver, and the rest of the assay was performed following the manufacturer’s protocol.

### 2.7. Statistical Analysis and Data Integration

16S rRNA gene sequencing analysis: This analysis was conducted following our previously published protocols [34,35]. The raw fastq files were imported into R and processed using the DADA2 [36] package from Bioconductor [37], following the standard procedure on demultiplexed sequences. Briefly, the reads were inspected for quality, filtered, and truncated at 220 bp, and the paired sequencing reads were merged to generate a high-quality, full-length amplicon of approximately 460 bp of the V3 and V4 regions. A sequence table of amplicon sequence variants (ASVs) was constructed, the chimeras were removed, and the ASV table was imported into QIIME2 v.2019.7 [38].

Beta diversity was calculated using the Bray–Curtis and Euclidean algorithms [39], and the Principle Coordinate Analysis (PCoA) was estimated using q2-diversity. The Adonis plugin in QIIME2 [40,41] computed a two-way permutational multivariate analysis of variance (PERMANOVA), using the two co-factors of radiation dose (RD) and time since irradiation (TSI), respectively, with a significance cutoff at *p* < 0.05. All of the subsequent multi-factorial comparison analyses used the two co-factors, RD (9.5 Gy vs. 11 Gy) and TSI (d1, d3 and d9 post-TBI), and their cumulative model, e.g., RD × TSI. Alpha diversity was measured by the Simpson [42], Chao1 [43], and Shannon [44] indices. The alpha group significance across the co-factors, RD and TSI, was determined using two-way analysis of variance (ANOVA) and the post-Tukey test calculated in PRISM (GraphPad v.8, San Diego, CA, USA) with the significance value of *p* < 0.05. 

The taxonomic classification of the ASVs was generated by a q2-feature-classifier [45] by the classify-sklearn plugin [46]. The ASV database was mapped on the Silva reference database v132 with a 99% taxonomy reference to curate taxa [47]. Next, the linear discriminant analysis (LDA) effect size (LEfSe) curated the top-ranked taxonomic classifiers that discriminated 9.5 Gy from 11 Gy at the three timepoints post-TBI, using the CTR mice as the global baseline in LEfSe. The taxa which met cutoff LDA > |2| were plotted on a cladogram [48,49,50,51,52,53]. Further, Phylogenetic Investigation of Communities by Reconstruction of Unobserved States (PICRUSt2) was used to predict the MetaCyc pathway abundances using the sequencing-derived taxonomic ASVs to generate the functional profile: a list of networks that are potentially enriched by microbial metabolites.

Metabolomics analysis: In the untargeted metabolomics, a moderated *t*-test *p* < 0.05 identified significantly different peaks at individual timepoints, and the CTR value was used as the global baseline. The differentially expressed mass spectroscopy peaks were annotated using the CEU Mass Mediator 3.0 database (ceumass.eps.uspceu.es, accessed on 1 June 2023). Annotated metabolites were seeded into Ingenuity Pathway Analysis (IPA, QIAGEN, Germantown, MD, USA) to curate the networks with a cutoff z score > |1.5|.

Prism v.8 (GraphPad, San Diego, CA, USA) was used to analyze the liver tissue Mouse LBP ELISA data. A pairwise comparison analysis was conducted using a *t*-test with the significance cutoff of *p* < 0.05. 

## 3. Results

### 3.1. Animal Health Status Following Lethal Doses of Ionizing Radiation

For CD2F1 male mice, the 9.5 Gy TBI was ~LD50/30; i.e., 50% mortality was recorded in 30 days post-TBI [54], and mice start to display clinical symptoms of pain and distress around 12 days post-TBI. To note, in the current study, the mice were found to be perfectly healthy during the collection period, which was conducted until d9 post-TBI (Figure 1). On the other hand, the 11 Gy TBI was ~LD100/30; i.e., 100% mortality was recorded in 30 days post-TBI, and mice start to display the clinical symptoms of pain starting from d7-d8 post-11 Gy TBI [54]. The clinical symptoms of pain in this strain of mice included the inability to remain upright, unresponsiveness, and decreased or labored breathing. Following the pre-determined criteria, 1 out of 18 mice exposed to 11 Gy was euthanized on day 8 due to a high pain score. This mouse was precluded from the present study. 

### 3.2. Descending Colon Contents’ Bacterial Diversity Showed Dose-Dependent Longitudinal Alterations

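The deposited table holds whole-number 16S rRNA gene counts of 2504 operational taxonomic units (OTUs) in 38 DCC samples, with 354830 counts in total. A taxonomic name is given for 993 of the OTUs, in the Greengenes style, whereas the methods name the Silva database and DADA2. The table thus comes from another processing of the reads than the one in the methods, and its program is not given in the sources used here. Total counts per sample ran from 7207 to 8927 (median 8002) in CTR and from 237 to 15858 after 9.5 Gy TBI. For 11 Gy they ran from 1763 to 12896. Table S1A lists 192348 to 523880 counts for the paper's own samples. The groups hold 4 samples each, except that CTR and d1 post-11 Gy TBI hold 3.

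Replicates 1, 2 and 4 stand for CTR because Table S1B pools these, and the paper gives no reason for leaving out replicate 3. The 9.5 Gy samples carry another title prefix than the CTR and 11 Gy samples. A difference between the doses, or between 9.5 Gy and CTR, is therefore also a difference between prefixes. Each p measures the spread between these samples and treats them as independent. The paper housed mice in groups, and the cage of each sample is not known here. A difference between doses or days can therefore also be one between cages, which was not tested. Single measures were tested with exact or permutation tests, and taxa with edgeR (Benjamini-Hochberg adjusted p), always two-sided. DESeq2, limma on centred log ratios and a simplified LEfSe-style selection served as alternatives.

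Bacteroides, a genus known for breaking down plant and host polysaccharides, had the highest mean share of the named genera of the DCCs at 19.9% ± 12.8 (SD, n = 26, from 3.77% to 58.9%). Odoribacter, known as a producer of short-chain fatty acids, followed at 12.9% ± 9.34, and at d9 post-9.5 Gy TBI its mean was above that of Bacteroides. The next named genera were [Prevotella] (2.9% ± 3.23), Lactobacillus (2.39% ± 2.95), Ruminococcus (2.07% ± 2.05) and Oscillospira (1.55% ± 1.01). [Ruminococcus] (1.22% ± 0.812), Parabacteroides (0.877% ± 1.70), AF12 (0.681% ± 0.611) and Anaeroplasma (0.587% ± 0.633) completed the 10 most abundant. No genus name was given for 49.4% of the counts of all 38 samples. By edgeR, 0 of 7 phyla differed in any of the 11 comparisons among CTR, 9.5 Gy and 11 Gy TBI, and 0 did at unadjusted p < 0.05. The LEfSe-style selection picked 1 phylum, Firmicutes, at d3 post-11 Gy TBI against CTR.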

Figure S1A depicted that the overall microbial composition of the DCCs was consistent across all the experimental conditions. 

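Across CTR, 9.5 Gy and 11 Gy TBI together, PC1 and PC2 of the Bray–Curtis distances explained 20.7% and 12.5% of the variance of 26 DCC samples. The d9 samples after 9.5 Gy TBI lay at a mean Bray–Curtis distance of 0.566 from CTR, and the d1 and d3 samples of that dose at 0.595. After 11 Gy TBI the mean distance from CTR was 0.686 at d9 and 0.542 at d1 and d3. These mean distances were not put to a test of their own.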

A PCoA plot using the Bray–Curtis algorithm (Figure S1B) failed to suggest any trend in the bacterial beta diversity among the entire sample set. In support of this trend, a 2-way PERMANOVA analysis using the Bray–Curtis algorithm found TSI (*p* = 0.041) as the sole significant co-factor in explaining the beta-diversity alterations; the remaining factors, RD and the cumulative effects of RD and TSI (e.g., RD × TSI) did not shift the beta diversity. 

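Lactobacillus, known for fermenting sugars to lactic acid, made up 0.434% ± 0.693 of the counts at d1 and 4.79% ± 3.35 at d9 post-9.5 Gy TBI (SD, n = 4 each). At 11 Gy its share was 1.82% ± 1.06 at d1 (SD, n = 3), 1.15% ± 1.05 at d3 and 6.30% ± 4.12 at d9 (SD, n = 4 each). The d9 to d1 difference at 9.5 Gy had a log2 fold change of 3.42 (standard error 1.03, edgeR adjusted p = 0.0545). In 3 of the 4 d9 samples the share was above that of every d1 sample, but the difference did not pass the test. At 11 Gy the same difference was 1.52 (edgeR adjusted p = 0.596). As a family, Lactobacillaceae hold the same counts, and the 9.5 Gy difference did not pass by edgeR (2.73, adjusted p = 0.217) but did by DESeq2 (2.97, adjusted p = 0.0213) and by limma on centred log ratios (3.37, adjusted p = 0.0192). DESeq2 also called the family at d9 post-11 Gy TBI against CTR (2.94, adjusted p = 0.0366), where edgeR gave 2.53 (adjusted p = 0.389).

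In the 2-way adonis test of the 23 irradiated samples, TSI explained 14.3% of the Bray–Curtis variance (F = 1.82, p = 0.0085 by permutation). RD explained 5.69% (F = 1.45, p = 0.114 by permutation) and RD × TSI 13.1% (F = 1.66, p = 0.0215 by permutation). These p values can also reflect unequal spread between the groups, which was not tested. With OTUs summed to families, the permutation p was 0.109 for TSI and 0.218 for RD × TSI. Leaving out replicate 2 of d9 post-11 Gy TBI gave a permutation p of 0.0706 for RD × TSI, and leaving out replicate 3 of d3 post-9.5 Gy TBI gave 0.0527.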

To understand the effects of TSI, additional PCoA plots were made with a separate plot for each of the two radiation doses. 

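The 4 samples of d9 post-9.5 Gy TBI had a mean Bray–Curtis distance of 0.480 from each other (from 0.433 to 0.523). The d1 and d3 samples of this dose had a mean distance of 0.620 from each other and of 0.631 from the d9 samples. The d9 samples differed from the d1 and d3 samples as a group (F = 2.29, 18.6% of the variance, exact permutation p = 0.0202). Odoribacter made up 18.6% ± 8.64 of the counts at d9, 5.60% ± 3.58 at d3 and 8.75% ± 7.50 at d1 (SD, n = 4 each), and its d9 to d1 difference did not pass the test (log2 fold change 1.08, edgeR adjusted p = 0.772). In the PCoA of CTR and 9.5 Gy samples (n = 15), PC1 and PC2 explained 26.9% and 16.6% of the variance. Leaving out replicate 3 of d9 gave an exact permutation p of 0.0727 for the group difference.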

Figure 2A displays the PCoA plot depicting the diversity that caused 9.5 Gy TBI, where PC1 and PC2 explained 45% and 23% of total variance, respectively; the samples collected at d9 post-TBI showed a trend by clustering together. This trend was more prominent in the PCoA plot in Figure 2B, where the samples collected at d9 post-11 Gy TBI clustered distinctly apart from rest of the samples. 

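The d9 samples post-11 Gy TBI differed from the d1 and d3 samples of this dose (F = 2.28, 20.2% of the variance, exact permutation p = 0.00909). They also lay far from each other, at a mean Bray–Curtis distance of 0.722. The d1 and d3 samples had a mean distance of 0.545 from each other and of 0.702 from d9. The permutation test also responds to a difference in spread, which was not tested. Its p thus cannot tell a shift from a wider spread at d9. Bacteroides spanned 4.23% to 58.9% of the counts among the 4 d9 samples (mean 25.5% ± 25.3), against 16.2% ± 3.19 at d1 (SD, n = 3). Odoribacter spanned 0.318% to 33.7% among the same d9 samples. PC1 and PC2 of the CTR and 11 Gy samples (n = 14) explained 22.2% and 20.4% of the variance. With OTUs summed to families, the exact permutation p of the d9 difference was 0.0606.

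**Figure D1:**
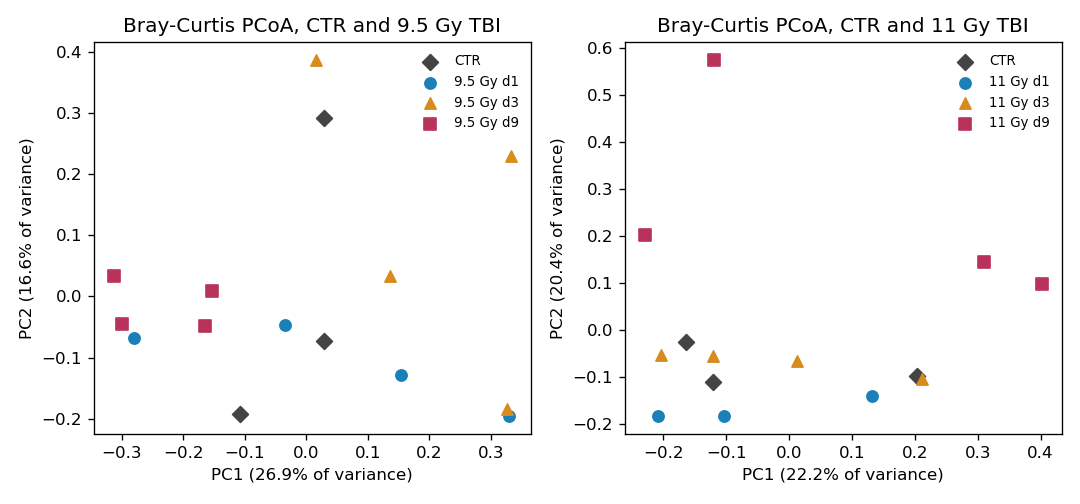
PC1 against PC2 of the Bray–Curtis distances for CTR and 9.5 Gy samples (left) and for CTR and 11 Gy samples (right), with a point per DCC sample colored by group. The d9 points lie close together after 9.5 Gy TBI (mean distance 0.480) and far apart after 11 Gy TBI (mean distance 0.722).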

Figure S2A,B present the PCoA plot generated by the Euclidian algorithm for beta diversity, and its clustering pattern is similar to that displayed by the Bray–Curtis algorithm.

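By Euclidean distance, which gives abundant OTUs more weight, the 9.5 Gy d9 samples had a mean distance of 0.175 from each other, and the d1 and d3 samples 0.316. The 11 Gy d9 samples had a mean distance of 0.377 from each other, and the d1 and d3 samples of that dose 0.200. The d9 samples did not pass the test against d1 and d3 at 9.5 Gy (F = 2.09, exact permutation p = 0.0768) or at 11 Gy (F = 1.93, exact permutation p = 0.0606). PC1 and PC2 explained 42.7% and 21.5% of the variance for 9.5 Gy and 41.4% and 22.4% for 11 Gy TBI. The 9.5 Gy difference had an exact permutation p of 0.0273 without replicate 5 of d1, and the 11 Gy difference 0.0417 without replicate 1 or replicate 4 of d9.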

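Simpson's index is given here as dominance, so a higher value means that fewer OTUs hold most of the counts. After 9.5 Gy TBI it was 0.0929 ± 0.0832 at d1, 0.0863 ± 0.0277 at d3 and 0.0578 ± 0.0108 at d9 (SD, n = 4 each). After 11 Gy TBI it was 0.0504 ± 0.0148 at d1 (SD, n = 3), 0.0506 ± 0.00503 at d3 and 0.107 ± 0.0546 at d9 (SD, n = 4 each). None of the terms passed the 2-way permutation test, with p = 0.676 for RD (F = 0.181), p = 0.852 for TSI (F = 0.209) and p = 0.0903 for RD × TSI (F = 2.64). With OTUs summed to genera, the permutation p of RD × TSI was 0.0292, and it was 0.0180 without replicate 3 and 0.0360 without replicate 1 of d1 post-9.5 Gy TBI.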

Alpha diversity profiles of the bacteria of the DCCs are presented in Figure 2C,D. The two-way ANOVA of alpha diversity measured by Simpson’s index (Figure 2C) found TSI as a significant factor (*p* < 0.05), while RD and their cumulative effects (RD × TSI) emerged as insignificant in explaining the alpha diversity profile. Likewise, the two-way ANOVA of alpha diversity measured by the Chao1 Index found TSI as a significant factor (*p* < 0.01), and its interaction with RD was a moderately significant factor (0.1 < *p* < 0.05), while the exclusive impact of RD emerged as insignificant in explaining the bacterial alpha diversity profile. 

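The Chao1 index, an estimate of the number of OTUs, was 556 ± 299 at d1, 736 ± 144 at d3 and 814 ± 147 at d9 post-9.5 Gy TBI (SD, n = 4 each). At 11 Gy it was 654 ± 307 at d1 (SD, n = 3), 669 ± 52.0 at d3 and 495 ± 45.0 at d9 (SD, n = 4 each). RD (F = 1.83, p = 0.201), TSI (F = 0.663, p = 0.550) and RD × TSI (F = 2.35, p = 0.121) did not pass the 2-way permutation test. With OTUs summed to genera, TSI had a permutation p of 0.0270. With counts drawn down to the smallest total of 237, RD × TSI had a permutation p of 0.0269, and without replicate 3 of d1 post-11 Gy TBI it had 0.0164. Without replicate 2 of d1 post-9.5 Gy TBI, which holds 237 counts, RD had a permutation p of 0.0241.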

None of the co-factors, RD and TSI, emerged as significant in explaining the alpha diversity measured by Shannon’s index (Figure S2C).

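Shannon's index, computed with natural logarithms, was 3.92 ± 0.0604 in CTR (SD, n = 3). At d1, d3 and d9 it was 3.65 ± 0.702, 3.58 ± 0.441 and 4.04 ± 0.166 post-9.5 Gy TBI (SD, n = 4 each). Post-11 Gy TBI it was 3.95 ± 0.318 at d1 (SD, n = 3), 4.11 ± 0.101 at d3 and 3.51 ± 0.409 at d9 (SD, n = 4 each). In the 2-way permutation test, RD had p = 0.610, TSI p = 0.935 and RD × TSI p = 0.0502 (F = 3.60). Leaving out any of 6 single samples brought the permutation p of RD × TSI under 0.05, and over all 23 samples left out in turn it ran from 0.0103 to 0.126.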

Furthermore, Simpson’s index at d9 was moderately decreased (0.1 < *p* < 0.05) by 9.5 Gy TBI and significantly decreased (*p* < 0.05) by 11 Gy TBI in comparison to the CTR. 

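Simpson's index of CTR was 0.0598 ± 0.0168 (SD, n = 3). The d9 samples post-9.5 Gy TBI differed from CTR by −0.00198 (exact permutation p = 0.886, adjusted p = 0.886). The d9 samples post-11 Gy TBI differed from CTR by 0.0477, toward higher dominance (exact permutation p = 0.171, adjusted p = 0.610). With all 4 CTR samples, the exact permutation p of the 11 Gy difference was 0.0571. With 4 against 3 samples the smallest p of this test is 0.0286.

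Along the days after 11 Gy TBI, Simpson's index rose by 0.00785 per day (standard error 0.00294, permutation p = 0.00234, adjusted p = 0.0140 over 6 measures), and each d9 sample lay above each d1 and d3 sample. Along the days after 9.5 Gy TBI its slope was −0.00447 per day (standard error 0.00411, permutation p = 0.331). With Bacteroides left out, the 11 Gy slope was 0.00357 per day (permutation p = 0.0920), and without replicate 2 of d9 it was 0.00409, so a large part of it rests on this genus and this sample. These slopes were chosen after the data were seen.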

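The Chao1 index of CTR was 615 ± 58.3 (SD, n = 3). At d9 post-9.5 Gy TBI it was 199 higher than in CTR (exact permutation p = 0.114, adjusted p = 0.457), and each of the 4 samples lay above each of the 3 CTR samples. At d9 post-11 Gy TBI it was 121 lower than in CTR, with each of the 4 samples below each CTR sample (exact permutation p = 0.0286, adjusted p = 0.229). Neither dose passed after adjustment over 8 comparisons. With all 4 CTR samples the 9.5 Gy difference was 123 (exact permutation p = 0.2) and the 11 Gy difference −197 (exact permutation p = 0.0286). With counts drawn down to 237 the 9.5 Gy difference was 18.0 (exact permutation p = 0.286) and the 11 Gy difference −17.0 (exact permutation p = 0.486). With singletons set to 0 they were 48.8 and −4.92, and with OTUs summed to genera 0.563 and −2.2. With counts drawn down to the second smallest total, a setting chosen after the data were seen, the 9.5 Gy difference was 72.2 (exact permutation p = 0.0571). At that setting the 11 Gy difference was −53.9 (exact permutation p = 0.0286).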

Contrastingly, the Chao1 index at d9 was significantly increased by both 9.5 Gy (*p* < 0.05) and 11 Gy (*p* < 0.01) TBI in comparison to the CTR. In fact, the Chao1 index moderately increased from d1 to d9 in both 9.5 Gy and 11 Gy TBI (0.1 < *p* < 0.05).

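From d1 to d9 the Chao1 index differed by 258 post-9.5 Gy TBI (exact permutation p = 0.2, adjusted p = 0.503). Post-11 Gy TBI it differed by −160 (exact permutation p = 0.4, adjusted p = 0.533). The d1 mean post-9.5 Gy TBI includes replicate 2, which holds 237 counts and has an index of 115, and without it this mean was 703 ± 67.0 (SD, n = 3). Per day, the index had a slope of 27.8 (standard error 17.6, permutation p = 0.139) post-9.5 Gy TBI and of −22.7 (standard error 13.5, permutation p = 0.130) post-11 Gy TBI, and without replicate 3 of d1, which holds 1763 counts, the latter was −35.5 (permutation p = 0.000635). The 11 Gy difference between d1 and d9 was 6.86 with OTUs summed to genera and 27.4 with singletons set to 0, so its direction depends on these choices. With counts drawn down, the 11 Gy mean at d9 stayed below that at d1. It was 133 against 151 at the smallest total and 306 against 404 at the second smallest, a setting chosen after the data were seen.

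**Figure D2:**
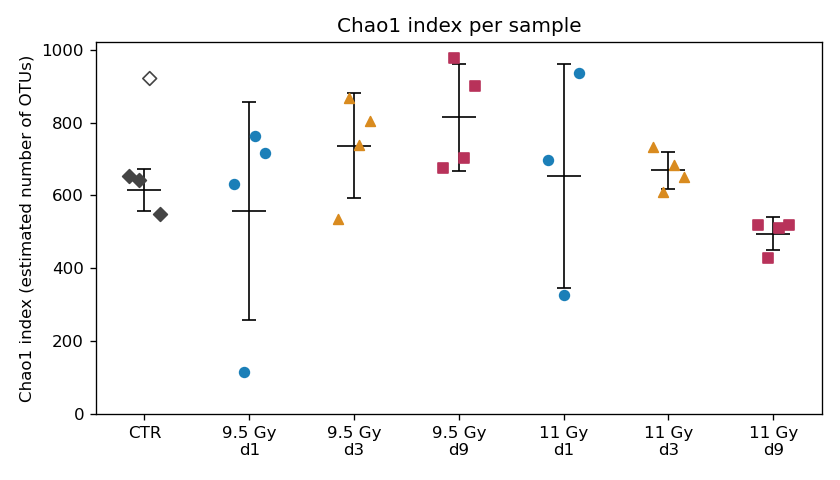
Chao1 index of each DCC sample by group, with bars for mean ± SD and an open diamond for the CTR sample left out of the mean. At d9 the mean is 814 post-9.5 Gy TBI and 495 post-11 Gy TBI, against 615 in CTR.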

### 3.3. Shifts in Bacterial Abundances Depended on Radiation Dose and Time since Irradiation

The abundance profile of the bacteria of the DCC at the phylum level is presented in Figure S3; Table S1 lists the detailed information. On average, *Firmicutes* and *Bacteroidetes* together aggregated ~72% of the total phylum-level abundance. 

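Bacteroidetes, which in the gut are mostly Bacteroidales, made up 52.5% ± 9.01 of the counts over CTR, 9.5 Gy and 11 Gy TBI (SD, n = 26). Firmicutes, which in the gut are mostly Clostridiales, made up 39.0% ± 9.16. Together they held 91.6% ± 7.94, from 70.8% to 98.2% in single samples. The share of Bacteroidetes was 53.5% ± 9.55 in CTR (SD, n = 3), 58.9% ± 7.07 at d9 post-9.5 Gy TBI and 51.6% ± 15.2 at d9 post-11 Gy TBI (SD, n = 4 each).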

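Proteobacteria made up 5.21% ± 7.63 of the counts, and most of them, 4.86% ± 7.70, belong to RF32, an order of Alphaproteobacteria (SD, n = 26). The shares ran from 0.0408% to 27.8% in single samples, with a median of 1.61%. Proteobacteria made up 9.14% ± 12.2 in CTR (SD, n = 3). After 9.5 Gy TBI the share was 2.48% ± 3.04 at d1 and 12.2% ± 12.4 at d3, and after 11 Gy TBI it was 5.54% ± 7.30 at d1 (n = 3) and 5.60% ± 6.84 at d3. The d1 mean post-9.5 Gy TBI rests mostly on replicate 2, which holds only 237 counts (6.75%, others 0.257% to 2.55%).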

*Proteobacteria* was the third most abundant phylum, aggregating around 8% of total abundance on average. The remaining 20% of the abundance profile was populated by a combination of 21 phyla and unclassified entities. 

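Besides Firmicutes, Bacteroidetes and Proteobacteria, the deposited table names 5 phyla, which are Actinobacteria, Cyanobacteria, Deferribacteres, TM7 and Tenericutes. These held 1.78% ± 1.68 of the counts, and counts without a phylum held 1.44% ± 0.579 (SD, n = 26 each). Together they made 3.22% ± 1.86. Tenericutes, bacteria without a cell wall, held 1.05% ± 0.709 in CTR (SD, n = 3), 0.225% ± 0.335 at d3 post-9.5 Gy TBI and 0.159% ± 0.164 at d3 post-11 Gy TBI (SD, n = 4 each). These groups overlap with CTR, and neither differed from it (edgeR adjusted p = 0.648 and 0.578).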

The multiple comparison analysis found that the total abundance of *Firmicutes* significantly varied due to RD (*p* < 0.05) and TSI (*p* < 0.05) but not by their interactive model (Figure 3A). 

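Firmicutes had 4116 ± 3521 counts at d1, 3468 ± 1866 at d3 and 3446 ± 867 at d9 post-9.5 Gy TBI (SD, n = 4 each), and 2690 ± 659 in CTR (SD, n = 3). Their share of the counts was 44.2% ± 10.4, 32.1% ± 10.9 and 36.9% ± 7.28 on these days and 33.1% ± 4.66 in CTR. After 11 Gy TBI their share was 37.7% ± 6.28 at d1, 43.9% ± 1.50 at d3 and 43.6% ± 13.2 at d9. For the Firmicutes count, neither RD (F = 0.00130, permutation p = 0.974), TSI (permutation p = 0.854) nor RD × TSI (permutation p = 0.372) passed the 2-way test. For their share the permutation p was 0.250 for RD, 0.737 for TSI and 0.179 for RD × TSI. Leaving out replicate 2 of d1 post-9.5 Gy TBI gave a permutation p of 0.0489 for RD × TSI of the count.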

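After 11 Gy TBI, Firmicutes had 2392 ± 1542 counts at d1 (SD, n = 3), 4051 ± 743 at d3 and 4421 ± 1041 at d9 (SD, n = 4 each). The slope of the count was 194 per day (standard error 105, permutation p = 0.0905, adjusted p = 0.181) and did not pass the test. As a share of the counts, Firmicutes had a slope of 0.496 percentage points per day (standard error 0.759, permutation p = 0.535). Replicate 2 of d9, where Bacteroides made up 58.9% of the counts, lowered these slopes. Without it they were 260 counts per day (permutation p = 0.0364) and 1.40 percentage points per day (permutation p = 0.00738). Without replicate 3 of d1 the count slope was 108 per day, and without replicate 3 of d9 the share slope was 0.142.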

In fact, among the samples exposed to 11 Gy TBI, the abundance profile of *Firmicutes* increased significantly (*p* < 0.001) from d1 to d9 post-11 Gy TBI as measured by the linear regression model.

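The log10 ratio of Bacteroidetes to Firmicutes was 0.207 ± 0.0350 in CTR (SD, n = 3). After 9.5 Gy TBI it was 0.0475 ± 0.158 at d1, 0.236 ± 0.187 at d3 and 0.207 ± 0.136 at d9 (SD, n = 4 each). RD (F = 1.29, p = 0.268) and RD × TSI (F = 1.58, p = 0.234) did not pass the 2-way permutation test of this ratio. Without replicate 2 of d9 post-11 Gy TBI, the permutation p was 0.0465 for RD and 0.0434 for RD × TSI.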

The log-transformed abundance ratio of *Bacteroidetes* and *Firmicutes* (Figure 3B) significantly shifted due to RD (*p* < 0.05) and its cumulative effect with TSI (e.g., RD × TSI: *p* < 0.05). 

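TSI alone did not pass the 2-way permutation test of the log10 ratio of Bacteroidetes to Firmicutes (F = 0.232, p = 0.799). At d3 post-11 Gy TBI the ratio was 0.168 lower than in CTR, with all 4 samples below the 3 CTR samples (exact permutation p = 0.0286, adjusted p = 0.229 over 8 comparisons). The share of Firmicutes on that day was 10.8 percentage points above CTR (exact permutation p = 0.0286, adjusted p = 0.229).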

The exclusive impact of TSI on the relative abundance of *Bacteroidetes* and *Firmicutes* was moderately significant (0.1 < *p* < 0.05). 

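Among the 11 Gy samples, the log10 ratio of Bacteroidetes to Firmicutes was 0.155 ± 0.112 at d1 (SD, n = 3), 0.0390 ± 0.0479 at d3 and 0.0796 ± 0.275 at d9 (SD, n = 4 each). Its slope was −0.00442 per day (standard error 0.0157, permutation p = 0.804), against 0.0142 per day (permutation p = 0.344) post-9.5 Gy TBI. Without replicate 2 of d9 the 11 Gy slope was −0.0233 per day (permutation p = 0.0169). Leaving out other single samples moved it as far as 0.00375 per day.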

In concurrence with the longitudinal increment of *Firmicutes* post-11 Gy TBI, the log-transformed ratio of *Bacteroidetes* and *Firmicutes* depicted a moderately significant decrement from d1 to d9 post-11 Gy TBI (0.1 < *p* < 0.07).

The LEfSe cladogram depicts the taxa that were deferentially abundant due to 9.5 Gy and 11 Gy TBI. 

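Butyrate producers, bacteria known for feeding colon epithelial cells, had 5 of 13 listed genera in the table, and 4 were tested. As a set they ranked higher at d3 post-11 Gy TBI than in CTR (camera adjusted p = 0.0116 with the preset correlation and 0.0175 with the estimated correlation). The adjustment covers the lists within a comparison only. With the preset correlation the set did not pass against CTR at d1 or d9 post-11 Gy TBI (camera adjusted p = 0.994 and 0.335). It did not pass between the doses at d3 (camera adjusted p = 0.189) or in any other comparison. At d3 post-11 Gy TBI, Coprococcus made up 0.57% ± 0.238 against 0.196% ± 0.0415 in CTR (log2 fold change 1.84, edgeR adjusted p = 0.613, all 4 samples above the 3 CTR samples used). The left-out CTR replicate 3 had 0.443%, above replicates 4 and 5 of d3 (0.337% and 0.432%). Oscillospira made up 2.26% ± 0.731 against 1.50% ± 0.814, and Anaerostipes held 23 counts against 0 in the 3 CTR samples used. The left-out CTR replicate 3 held Anaerostipes at a share above the d3 mean (0.0642%). Odoribacter, the most abundant member, was not higher (13.3% ± 7.74 against 15.4% ± 6.95, log2 fold change −0.06, edgeR adjusted p = 0.994), so the result rests on the less abundant members. Adjusted over the list alone, 0 of the 4 passed on that day. At d9 post-9.5 Gy TBI 1, Anaerostipes, was higher than in CTR (137 counts against 0), again without CTR replicate 3. Lactic acid bacteria had 3 of 9 listed genera in the table. Only Lactobacillus was tested, and on its own p it was higher at d9 post-9.5 Gy TBI than in CTR and at d1.

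Among families, edgeR called 0 of 17 in each of the 11 comparisons. Against CTR, the number with an unadjusted edgeR p under 0.05 was 0 on each day post-9.5 Gy TBI, and 2 at d1, 1 at d3 and 1 at d9 post-11 Gy TBI. DESeq2 called 1 family at d1 and 1 at d9 post-11 Gy TBI, limma on centred log ratios 0, and the LEfSe-style selection 1 at d9 post-9.5 Gy TBI and 1, 1 and 4 at d1, d3 and d9 post-11 Gy TBI. In simulated families with a 16-fold change, edgeR found 59.3% and DESeq2 82.7%, and at 4-fold they found 11.3% and 25.3%. A family with a 4-fold change would thus mostly be missed with these group sizes. At 4-fold, DESeq2 also called 2.86% of the unchanged families and edgeR 0.714%, so calls by DESeq2 alone are less certain.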

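Of the 42 taxa that Table S2 lists for 9.5 Gy and 11 Gy TBI, 15 have a name in the deposited table and 12 had enough counts for edgeR. For 11 of the 12 the direction between the doses was the one Table S2 gives by edgeR, and 0 had an edgeR adjusted p under 0.05 (smallest 0.196). The 12 hold only 7 different sets of counts, since the 5 ranks of Deferribacteres repeat the same counts, as do Clostridia and Clostridiales. Of these 7 sets, 6 had the direction of Table S2 by edgeR and 5 by mean share, where Lachnospiraceae at d9 go the other way. The number by edgeR depends on the settings. Without the filter the directions of Firmicutes, Clostridia and Lachnospiraceae at d9 turned. In a fit of the compared groups alone those of Clostridia and Lachnospiraceae at d9 turned. Deferribacteraceae and Porphyromonadaceae at d9 had an unadjusted edgeR p under 0.05, and DESeq2 and limma on centred log ratios called 0 of the 12. The taxa tested at d3, Bacteroidetes and Porphyromonadaceae, had the direction of Table S2, but that of Porphyromonadaceae turned without replicate 3 (0.25) or 4 (0.23) of 11 Gy and in a fit of the compared groups alone. Desulfovibrio, known for reducing sulfate, had too few counts for edgeR at d3, with 0.0213% ± 0.00645 of the counts post-11 Gy TBI and 0.00945% ± 0.0102 post-9.5 Gy TBI (SD, n = 4 each). At d9, 9 of 10 tested taxa had the direction of Table S2. The direction was the opposite for Porphyromonadaceae, with 2.55% ± 3.64 post-11 Gy TBI and 0.228% ± 0.233 post-9.5 Gy TBI (log2 fold change 3.48, standard error 1.64, edgeR adjusted p = 0.196). The 11 Gy mean rests mostly on replicates 2 and 1 (7.77% and 2.34%). Replicates 3 and 4 had 0.0128% and 0.0848%, and the 9.5 Gy samples ran from 0.0469% to 0.545%, so the groups overlap.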

Table S2 lists the taxa that are presented in the cladograms. No taxa met the significance cutoff at d1 after either of the radiation doses, 9.5 Gy and 11 Gy TBI. 

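At d1 post-11 Gy TBI, [Ruminococcus], a genus known for breaking down mucin, made up 0.336% ± 0.155 of the counts (SD, n = 3). At d1 post-9.5 Gy TBI it made up 1.66% ± 1.46 (SD, n = 4), and all 3 samples of 11 Gy lay below the 4 of 9.5 Gy. This difference passed the test (log2 fold change −2.88, standard error 0.861, edgeR adjusted p = 0.0456), but 3 of 13 alternatives kept it (adjusted p from 0.000364 to 0.629), and it was lost without any 1 of the 11 Gy samples and without replicate 3 or 5 of 9.5 Gy. Bilophila, known for reducing sulfite and taurine, had 0 of 19054 counts at d1 post-11 Gy TBI and 30 counts at d1 post-9.5 Gy TBI. It was at least 3.83-fold lower, or 2.49-fold without the highest sample (edgeR adjusted p = 0.0456), and 1 of 12 alternatives, leaving out replicate 1 of 9.5 Gy, kept this call (adjusted p from 0.0389 to 0.629). Bilophila and Desulfovibrio are the 2 of 8 listed sulfate and sulfite reducers in the table, and on its own p Bilophila, the only one tested, was also lower than in CTR (at least 3.78-fold, or 1.76-fold without the highest sample). These bounds without a sample were chosen after the data were seen.

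Against CTR, edgeR called 0 of 17 families and 0 of 18 genera at d1 after either dose. Porphyromonadaceae made up 0.0378% ± 0.0655 at d1 post-11 Gy TBI and 1.59% ± 2.40 in CTR (SD, n = 3 each, log2 fold change −6.33, edgeR adjusted p = 0.199), and DESeq2 called this family (log2 fold change −5.82, adjusted p = 0.0477). The CTR mean rests mostly on replicate 1 (4.36%), since replicates 2 and 4 had 0.362% and 0.0560%. The left-out CTR replicate 3 had 0.0581%. The smallest family-level adjusted p at d1 post-9.5 Gy TBI was 0.939 by edgeR. Floors of this kind cover counting error only, since PCR reads of the same molecule are counted more than once.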

Figure 4A,B plot the cladograms associated with d3 and d9 post-TBI, respectively. Three days after 9.5 Gy TBI, there was potentially a shift in every rank of an entire phylogenetic branch starting from the phylum *Bacteroidetes* to class *Chitinophagia* to order *Chitiniphagales* to family *Chitinophagaceae* to genus *Chitinophaga*. 

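Bacteroidetes made up 53.5% ± 9.97 of the counts at d3 post-9.5 Gy TBI and 48.3% ± 5.88 at d3 post-11 Gy TBI (SD, n = 4 each). The 9.5 Gy samples did not differ from CTR (log2 fold change 0.34, standard error 0.269, edgeR adjusted p = 0.648) or from 11 Gy (log2 fold change of 11 Gy over 9.5 Gy −0.23, standard error 0.248, edgeR adjusted p = 0.646). Bacteroidales, the order that holds most gut Bacteroidetes, had 5 tested genera for 12 listed names. Of the 5, [Prevotella] is in the set only because brackets are ignored, which was decided after the table was seen. The set was not tested without [Prevotella]. Between the doses at d1 and d9 the set did not pass (camera adjusted p = 0.804 and 0.608, preset correlation), nor in any comparison with CTR or between days. At d3 the set ranked lower post-11 Gy than post-9.5 Gy TBI (camera adjusted p = 0.0319 with the preset correlation and 0.0351 with the estimated correlation). Bacteroides made up 13.8% ± 10.0 against 23.4% ± 14.9 (log2 fold change −1.22), while Odoribacter went the other way (0.56). Adjusted over the list alone, 0 of the 5 passed at d3. Porphyromonadaceae had a log2 fold change of −0.15 between the doses at d3 (edgeR adjusted p = 0.967). Chitinophagia, Chitinophagales, Chitinophagaceae and Chitinophaga are not among the names of the table, so these ranks of the branch were not analysed here.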

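At d9, Prevotella, known for degrading plant fiber, made up 0.0310% ± 0.0560 of the counts post-11 Gy TBI and 0.454% ± 0.375 post-9.5 Gy TBI (SD, n = 4 each). It was lower after the higher dose (log2 fold change −4.44, standard error 1.27, edgeR adjusted p = 0.0355), with 3 of the 4 samples of 11 Gy below every 9.5 Gy sample. Within 11 Gy TBI it was also lower at d9 than at d1 (log2 fold change −4.81, standard error 1.32, edgeR adjusted p = 0.0246). The call between doses was kept by 4 of 14 alternatives (adjusted p from 0.00292 to 0.301) and was lost without replicate 1, 2 or 4 of 11 Gy or replicate 2, 3 or 4 of 9.5 Gy. The call between days was kept by 5 of 12 (adjusted p from 0.00214 to 0.658) and was lost without replicate 1 or 4 of d1 or replicate 1, 2 or 4 of d9.

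S24-7, a family of mouse gut Bacteroidales, made up 1.88% ± 1.78 post-11 Gy TBI and 6.46% ± 1.13 post-9.5 Gy TBI at d9 (log2 fold change −1.28, standard error 0.584, edgeR adjusted p = 0.196). Rikenellaceae made up 4.38% ± 2.93 and 13.8% ± 4.21 (log2 fold change −0.94, edgeR adjusted p = 0.318). For S24-7 and Rikenellaceae each of the 4 samples of 11 Gy lay below each 9.5 Gy sample. Between the doses at d9, edgeR called 0 of 17 families, with 4 at unadjusted p < 0.05. DESeq2 called 0, limma on centred log ratios called Prevotellaceae (log2 fold change −4.02, adjusted p = 0.0194), and edgeR without TMM called Prevotellaceae, Rikenellaceae and S24-7.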

A RD-dependent scenario emerged at d9 post-TBI (Figure 4B) since 9.5 Gy and 11 Gy TBI perturbed a nearly mutually exclusive set of taxa. For instance, 9.5 Gy TBI shifted the taxonomic nodes linked to the phyla *Bacteroidetes*, *Firmicutes* and *Cyanobacteria*. On the other hand, 11 Gy TBI shifted the taxonomic nodes linked to the phyla *Deferribacteres* and *Proteobacteria.* Only the phylum *Actinobacteria* was perturbed by both radiation doses. 

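At d9 post-9.5 Gy TBI, neither Bacteroidetes (log2 fold change 0.17, standard error 0.268), Firmicutes (0.20, standard error 0.346) nor Cyanobacteria (−1.02, standard error 2.16) differed from CTR (edgeR adjusted p = 0.742 each). Cyanobacteria, here all of class 4C0d-2 and not of plant chloroplasts, made up 0.477% ± 0.500 of the counts (SD, n = 4) and 1.16% ± 1.84 in CTR (SD, n = 3). Anaerostipes, a butyrate producer, had 0 counts in the 3 CTR samples used and was at least 30.4-fold higher at d9. Without its highest sample, a bound chosen after the data were seen, it was at least 20.2-fold higher. It did not pass the test over all genera. The left-out CTR replicate 3 held Anaerostipes at a share above this d9 mean (0.378%), so the bounds hold only without that replicate. By edgeR, 0 of 7 phyla and 0 of 17 families differed from CTR on this day, and 0 of either did at unadjusted p < 0.05. The LEfSe-style selection picked S24-7 and Coprococcus, both higher than in CTR. For Coprococcus the left-out CTR replicate 3 had 0.443%, above replicates 1, 3 and 4 of d9 (0.304%, 0.300% and 0.353%) and below replicate 2 (0.450%). Of the 18 environmental taxa on the list, such as Nostoc, 0 have a name in the table.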

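Enterobacteriaceae, the family of Escherichia and other facultative anaerobes, were counted in each of the 4 samples of d9 post-11 Gy TBI (2, 10, 11 and 552 counts). These are 0.0186%, 0.0775%, 0.140% and 5.20% of the counts (counting interval of the last 4.79% to 5.64%). CTR had 0 counts, so the mean share was at least 109-fold higher, or 6.34-fold without the sample of 552 counts (chosen after the data were seen), and d9 post-9.5 Gy TBI had 1 count in 4 samples. By an exact rank test the share was higher than at d1 and d3 of 11 Gy (p = 0.00303) and than at d9 of 9.5 Gy (exact p = 0.0286), and against CTR, with all 4 samples above all 3, the exact p of 0.0571 is the smallest these values can give. The left-out CTR replicate 3 had 3 counts (0.0218%), above replicate 1 of d9 post-11 Gy TBI (0.0186%). Against all 4 CTR samples the exact rank test gave p = 0.0571. This family was singled out after its values were seen, so these p values restate that choice, and edgeR left it out for low counts. In alternatives set before the data were examined, edgeR without that filter called it against CTR (adjusted p = 0.0217), d9 of 9.5 Gy (0.0102) and d1 of 11 Gy (0.0290). The LEfSe-style selection picked it in the same 3 comparisons. Its Kruskal-Wallis p against CTR was 0.0277, below the smallest exact p of 0.0571, so that pick rests on an approximate p.

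Proteobacteria as a phylum made up 1.71% ± 2.38 at d9 post-11 Gy TBI and 0.833% ± 1.17 at d9 post-9.5 Gy TBI (SD, n = 4 each), and did not differ from CTR (log2 fold change −2.24, standard error 1.63, edgeR adjusted p = 0.862). Deferribacteres had a log2 fold change of 0.85 over CTR (standard error 1.03, edgeR adjusted p = 0.862). All Actinobacteria counts are Adlercreutzia, with 0 counts in CTR, 3 counts in 1 of 4 samples at d9 post-9.5 Gy TBI and 0 at d9 post-11 Gy TBI. Adlercreutzia is the only 1 of 7 listed bifidobacteria and coriobacteria in the table, and 0 of 14 listed enterobacterial genera are named in it.

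**Figure D3:**
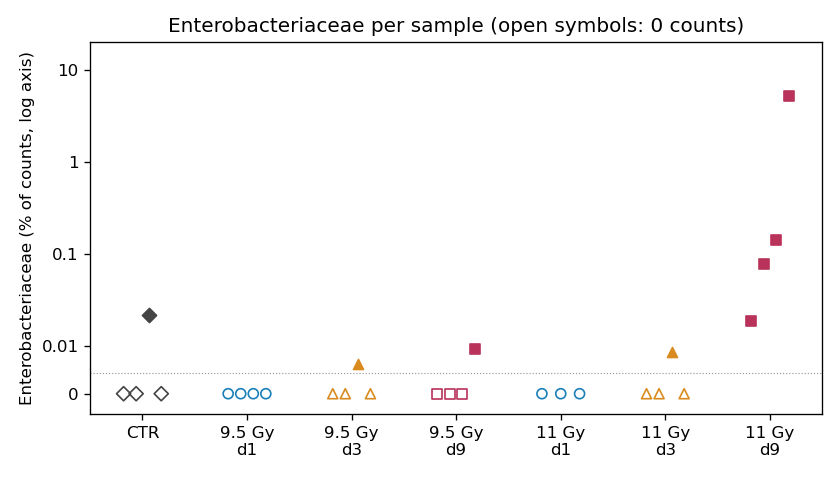
Enterobacteriaceae percent of each DCC sample by group on a log axis, with open symbols below the dotted line for samples with 0 counts and a filled CTR diamond for the left-out replicate 3 with 3 counts. All 4 samples of d9 post-11 Gy TBI hold counts, from 0.0186% to 5.20%.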

Notably, at d9 post-11 Gy TBI, there was potentially a shift in every rank of the entire phylogenetic branches stemming from the phyla *Deferribacteres* and *Firmicutes*.

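Deferribacteres, whose gut member Mucispirillum lives in mucus, made up 0.259% ± 0.254 of the counts at d9 post-11 Gy TBI and 0.0643% ± 0.0582 at d9 post-9.5 Gy TBI (SD, n = 4 each). All counts of this branch are Mucispirillum, so its 5 ranks are a single observation, and their fitted values differ only by scaling and fit. None passed the test. The log2 fold change was 1.86 for the phylum (standard error 0.970, edgeR adjusted p = 0.401), 2.11 for the class and the order (edgeR adjusted p = 0.771), 2.89 for Deferribacteraceae (standard error 1.23, edgeR adjusted p = 0.196) and 1.64 for Mucispirillum (standard error 1.23, edgeR adjusted p = 0.475). Over the alternatives the phylum value ran from 1.01 to 2.77. Mucispirillum is the 1 of 2 listed mucus residents in the table, and on its own p it was lower at d9 than at d1 post-9.5 Gy TBI.

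Firmicutes had a log2 fold change of 0.20 between the doses at d9 (standard error 0.319, edgeR adjusted p = 0.804), and Clostridia made up 37.2% ± 12.6 post-11 Gy TBI and 32.1% ± 8.06 post-9.5 Gy TBI (log2 fold change 0.32, edgeR adjusted p = 0.771). Lachnospiraceae made up 5.68% ± 1.83 and 7.02% ± 2.58 (log2 fold change 0.36, standard error 0.536, edgeR adjusted p = 0.579), and their direction turned without TMM (−0.24), without the filter, in a fit of the compared groups alone and without replicate 3 of 11 Gy (−0.15). The direction of Firmicutes turned to slightly below 0 with DESeq2 (−0.0498) and without the filter (−0.0871). That of Clostridia turned without the filter (−0.0832) and in a fit of the compared groups alone (−0.0235). From the nearly separate sets of taxa that 9.5 Gy and 11 Gy TBI shifted at d9, the paper reasons that the shift was RD-dependent.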

### 3.4. Bionetworks Potentially Linked to Bacterial Shifted with Time since Irradiation

Functional analysis of the bacterial composition was computed using PICRUSt2 followed by LDA-based feature selection. The networks’ activation and inhibition profiles were estimated based on the CTR level (Table S3). To note, in any given condition, if a network was significantly more enriched in comparison to the CTR, this network was considered activated. Alternatively, if a network was significantly less enriched in comparison to the CTR, this network was considered inhibited. Table 1 captures the overall networks’ regulation profile across the RDs and TSI. For instance, at d1 post-9.5 Gy TBI, the majority of the networks were linked to activated amino acid metabolism; subsequently, the networks linked to tryptophan and thiamin became inhibited at d9 post-9.5 Gy TBI. In concurrence, the bioenergy-related networks such as the TCA cycles emerged activated at d9 post-9.5 Gy TBI. On the other hand, the temporal trend in the functional network profile linked to 11 Gy TBI showed that the majority of the networks that were perturbed at d1 post-TBI were linked to amino acid metabolism. With increasing delay since TBI, several bioenergy related networks linked to molecular degradation and fermentation became activated, and this temporal trend operated in sync with the activated biosynthesis of lipids, amino acids, and energy cycle intermediates. Overall, most of these network families, such as amino acid metabolism, biosynthesis, bioenergy, immune functions, and lipid metabolism became activated at d9 post-11 Gy TBI.

### 3.5. Descending Colon Contents’ Metabolite Expression Profile Shifted with Time since Irradiation

The overall metabolite expression profile showed a dominating temporal bias, as the sample clustering pattern in the Principal Component Analysis (PCA) (Figure 5A,B) nearly mirrored the beta diversity profile of the DCC microbes (Figure 2A,B). For instance, the metabolite expression profiles exposed to either 9.5 Gy (Figure 5A) or 11 Gy (Figure 5B) TBI were distinctly clustered by d1, d3, and d9 post-TBI. The PC1 and PC2 of the PCA plot (Figure 5A) linked to 9.5 Gy TBI explained 40.4% and 16.3% of total variance, respectively; whereas the PC1 and PC2 linked to 11 Gy TBI (Figure 5A) explained 31.4% and 19.8% of total variance, respectively. In this context, the PCoA plots of 16S rRNA gene sequencing data showed distinct separation of the d9 post-TBI samples from the rest of the timepoints, but there was no apparent separation between d1 and d3 post-TBI (Figure 2A,B).

### 3.6. Differential Expression Analysis Identified Putative Early and Time-Independent Metabolite Markers of Irradiation

The metabolites that were identified by differential expression analysis are listed in Table S4, and a corresponding hierarchical clustering plot is presented in Figure S4A. All expression values were computed based on the baseline CTR values. Briefly, there were 40 upregulated and 52 downregulated metabolites at d1 post-9.5 Gy TBI. Likewise, there were 90 upregulated and 116 downregulated metabolites at d3 post-9.5 Gy TBI. In addition, there were 67 upregulated and 57 downregulated metabolites at d9 post-9.5 Gy TBI. There were 21 upregulated and 19 downregulated metabolites at d1 post-11 Gy TBI. Likewise, there were 92 upregulated and 123 downregulated metabolites at d3 post-11 Gy TBI, and there were 55 upregulated and 82 downregulated metabolites at d9 post-11 Gy TBI. A Venn diagram (Figure S4B) identified six metabolites which remained consistently upregulated across all RD and TSI. These metabolites are described in Table 2. Furthermore, there were 12 metabolites that were expressed in at least five of the six study variables (e.g., 2 RD × 3 TSI). Eight of these twelve metabolites showed a longitudinally consistent regulation profile; hence, they became the primary interest for the current study. Four out of these eight metabolites of primary interest were consistently upregulated across all RD and TSI; in contrast, the remaining four metabolites were consistently downregulated across all RD and TSI. These eight metabolites are described in Table 2. In addition, Table 2 includes seven potentially RD-independent early markers; four of the potential markers were upregulated and three were downregulated in both RDs, 9.5 Gy and 11 Gy. 

### 3.7. Regulation Profile of Metabolite-Enriched Networks Shifted Due to Radiation Dose and Time since Irradiation

The functional networks enriched by all differentially expressed metabolites of the DCCs are listed in Table S5, and its overview is presented in Table 1. A rather cohesive regulation pattern emerged at d9 post-11 Gy TBI, since most of the overarching network families (e.g., biosynthesis, bioenergy, immune functions, and lipid metabolism) became primarily inhibited. 

Systems analysis identified the networks linked to calcium ion flux and cyclic AMP, respectively, that were perturbed by all six experimental variables (e.g., 2 RD × 3 TSI). A network linked to calcium ion influx is presented in Figure 5C. This network significantly co-perturbed the four subnetworks of inflammatory response, concentration of ATP, synthesis of cyclic AMP, and metabolism of reactive oxygen species (ROS). The temporal regulation profiles of these subnetworks are presented in Table 3.

### 3.8. LBP Loads in the Liver Samples Were Exclusively Increased by 11 Gy Irradiation

LBP levels in the liver tissue were significantly increased at both d3 and d9 post-11 Gy TBI in comparison to CTR and also to liver tissue exposed to 9.5 Gy TBI (Figure S5). The LBP levels in mice exposed to 9.5 Gy TBI remained unchanged from the CTR level. 

## 4. Discussion

The bidirectional association between the host and its resident microbes is defined as a meta-organism that potentially plays a key role in combat against any foreign stimuli or stress exposure [63]. The purpose of the present work is to understand the longitudinal shift in the bacterial population colonized in the DCC, and in this context, the degree of perturbations that is endured by the meta-organism exposed to lethal radiation. The current hypothesis-driven pilot study is limited by a small sample size; nevertheless, multi-omics analysis of fecal samples collected over time was conducted to enhance the statistical power of the current results. Since the present metagenomics assay measured the load of 16S rRNA, any inference beyond the bacterial family level could have low statistical confidence. In addition, the present analysis precluded all microorganisms except the bacterial kingdom [64]. Further, this study lacks a time-dependent control group, since we assumed that there would be an insignificant change in the bacterial compositions of the DCCs within one week of the lifetime of a healthy young mouse. Indeed, none of the available citations that reported the impacts of age on the microbial ecosystem examined such a short duration in a young cohort [65,66]. 

Diversity calculations estimated the impacts of TBI on the bacterial ecosystem. The beta diversity estimates the shift in the trans-community bacterial profile [67]. In particular, the Bray–Curtis algorithm dissimilarity metrics [68,69] found a trend in the abundance profile at d9 post-TBI that shifted from the earlier timepoints, which could be due to the abundance-based dissimilarity; and the given dissimilarity was most prominent due to 11 Gy TBI. A similar picture emerged from the diversity plot calculated by the Euclidian distance, which is considered a logical routine to operate on a continuous data landscape [70]. Similar results were observed in the alpha diversity estimation that measures the shift in the evenness and richness of the microbial profile within a community [67]. The TBI-induced bacterial profile displayed significant changes in Simpson and Chao1 indices but not in the Shannon diversity estimation [71]. Shannon diversity quantifies both evenness and richness within a community; on the other hand, Chao1 estimates the richness within a community, and Simpson diversity measures the dominant index within a community. Together, the alpha diversity metrics suggested that the temporal reduction in the dominance profile was concurrent with increased richness within this bacterial community of the DCCs. Hence, the alpha and beta diversity metrics revealed a dose-dependent alteration of the bacterial community as 11 Gy TBI caused the most prominent shift in the bacterial ecosystem. Since the mice exposed to lethal 11 Gy TBI (~LD100/30 dose) become moribund following the irradiation, the longitudinal diversity could not be probed beyond d9 post-TBI. 

There was an increment of *Firmicutes*’ abundance, particularly among the moribund mice exposed to 11 Gy TBI. Typically, *Firmicutes* along with *Bacteroidetes* encompass more than 90% of total bacterial community [9]; their abundance ratio (*Bacteroidetes*/*Firmicutes*) significantly decreased over time among the mice exposed to 11 Gy TBI and this change was primarily driven by the increased abundance of *Firmicutes*. Indeed, the reduction in the *Bacteroidetes* and *Firmicutes* ratio has been linked to irradiation [3]; contrasting evidence showed that rectal irradiation caused a pro-inflammatory dysbiosis that was concurrent with a decreased *Firmicutes’* abundance in the rodents’ intestinal flora [15]. 

A decreased *Bacteroidetes*/*Firmicutes* ratio has been linked to several somatic and psychological disorders [72,73,74,75], such as obesity [76,77], and obesity has long been associated with irradiation [78,79]. Indeed, a review reported that the change in this *Bacteroidetes* and *Firmicutes* ratio depends on both RD and TSI [80]. However, a certain analysis contested the applicability of the *Bacteroidetes*/*Firmicutes* ratio as an obesity marker [81], and its counter-argument was built upon the fact that the metabolites originated from these bacterial phyla. For instance, acetate, an obesogenic factor, is one of the major metabolites that is produced by *Bacteroidetes* via metabolizing small chain fatty acids (SCFAs). Acetate promotes fat storage by triggering the brain signals to secrete insulin and ghrelin [82]. In addition, a direct association between the *Bacteroidetes* and inflammation was highlighted by one study that reported an increased abundance of *Bacteroidetes* among the patients with inflammatory bowel diseases (IBS) [83]. On the other hand, emerging knowledge suggested that *Firmicutes* can more effectively harvest energy [84,85]; by metabolizing SCFAs, *Firmicutes* primarily produces butyrate that facilitates bioenergy production and suppresses inflammation [86]. A high abundance of *Firmicutes* was observed in those cohorts that need a high energy intake to survive, such as the human populations living in high altitudes [85] and mice exposed to cold stress [87]. Thus, a delayed increase in *Firmicutes* abundance in mice exposed to lethal 11 Gy TBI could be attributed to the fact that a high amount of energy becomes warranted to survive in extremely stressful conditions. 

*Bacteroidetes* that are typically associated with inflammation [88] remained abundant with 9.5 Gy TBI across the TSI. The LefSe cladogram data showed that the bacterial abundance profile of the DCCs became increasingly distinct with higher radiation doses. In addition to the anti-inflammatory *Firmicutes* [88], the other most enriched phylum linked to 11 Gy TBI was *Deferribacteres*, which is a pro-inflammatory anaerobic bacteria [89]. In tandem, several pro-inflammatory metabolites, namely stercobilin, mesobilirubinogen, and prostaglandin-c2, were consistently elevated across all timepoints post-TBI. Previous radiation studies associated the inflammation inside a gut lumen to intestinal permeability [90]. In support of this, we also reported an elevated load of LBP in the liver, particularly by 11 Gy TBI. Lipopolysaccharide (LPS) is the primary constituent of the outer membrane of Gram-negative bacteria, and this protein is known to cause chronic inflammation in the mouse. An increased expression of LBP is likely to suggest a potential risk of intestinal permeability [91], which can allow the bacteria to escape through the damaged gut lumen, enter the bloodstream, and trigger inflammation. 

A balanced load of intestinal calcium ions benefits various cellular functions, including cell survival and growth, supporting the healthy neuronal synapse, bone formation, and the immune response. Hence, a significantly activated calcium influx network across both RD and TSI could be an indication of dysbiosis caused by Ca+2 overload [91]. An elevated load of Ca+2 can promote intestinal permeability by triggering the apoptosis of epithelium cells and impairing the tight junction proteins, which typically safeguard the intestinal impermeability [92]. In concurrence, there was evidence of consistent activation of AMP production and a potential inhibition of ATP production among the mice exposed to TBI that supported a similar observation [93]. An overloaded AMP molecule along with a depleted ATP concentration is a signature of an energy-deprived condition [94], which has been marked as a potential comorbidity of TBI [95], and current observations found the same outcome.

The host–microbiome communication grid is built upon exchanging metabolites as the key information hub [21,96], and a system deconvolution of metabolite-enriched bionetworks can throw light on the bidirectional relationship between the host and microbes [22]. Hence, two sets of functional networks that were linked to the bacteria and metabolites of the DCCs were contrasted (Table 1). A divergence between these sets of functional networks’ regulation profiles became apparent at d9 post-11 Gy TBI. For instance, the cluster of bacteria-specific biofunctions linked to bioenergy, biosynthesis, and lipid metabolism were activated, but the same network cluster enriched by the metabolites of the DCCs was largely inhibited. Since the lipid metabolism is a key contributor to bioenergy production, an overall activation of these network clusters in TBI-exposed mice potentially suggested a pro-survival environment for the bacterial community after lethal radiation. However, the same clusters of networks, namely lipid metabolism and bioenergy production, were found inhibited when they were enriched by the gut metabolites. It potentially implies that an anti-survival environment is likely to exclusively affect the mice exposed to lethal radiation. Together, we can postulate that the symbiotic relationship between the mouse and its bacteria of the DCCs was likely disrupted at this late stage of 11 Gy TBI. Bacteria colonized in the DCCs potentially withdrew from the symbiotic relationship with the host to create their own pro-survival environment as the mice became increasingly moribund. 

## 5. Conclusions

Our observations supported the hypothesis [9,97] that ARS is associated with the shift in the microbial ecosystem. The shift in the bacterial diversity of the DCCs was found to be dependent on both RD and the TSI. The radiation dose of 11 Gy (LD100/30) caused maximum diversity at day 9-post TBI. Indeed, at this timepoint, the networks enriched by the metabolite profile of the DCCs showed a highly divergent regulatory trend from the networks linked to the bacterial community to the DCCs. We viewed these data in the context of a hypothesis that the metabolite-enriched networks of the DCCs potentially mirror the mouse–microbiome relationship, since both the mouse and bacteria supplement the metabolite profile of the DCCs. Therefore, a sign of divergence between these two networks suggested a disrupted state of the mouse–gut bacterial symbiotic relationship [22]. We presumed that as time progressed after a high dose of TBI, the host and its resident microbes together gradually entered an energy-expensive and resource-limiting condition, when the bacteria of the DCCs developed an opportunistic pro-survival condition exclusively for themselves at the expense of the host or mouse. Our results supported previous observations reporting that the germ-free mice were more irradiation-resistant than the wild-type mice, which was likely because the germ-free mice were not obligated to share their limited resources with their resident microbes during the energy-expensive condition triggered by TBI [13,14]. This observation potentially underscored the importance of critically probing the gut microbial ecosystem, and the current knowledge product could help with improving the chance to survive lethal radiation exposure. 

## Figures and Tables

**Figure 1:**
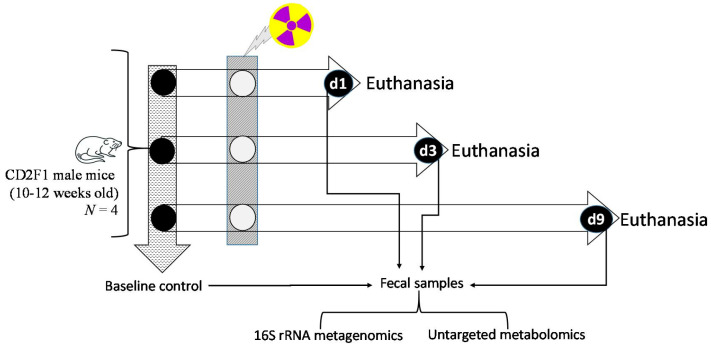
Study design. CD2F1 male mice were exposed to two different doses of total body irradiation (TBI), namely 9.5 Gy and 11 Gy. Descending colon contents (DCCs), which were collected one day before irradiation, were used as the baseline control (CTR). Subsequently, DCCs were collected day 1 (d1), 3 (d3), and 9 (d9) post-TBI. Aliquots from the DCCs were used for 16S rRNA gene sequencing and untargeted metabolomics assays.

**Figure 2:**
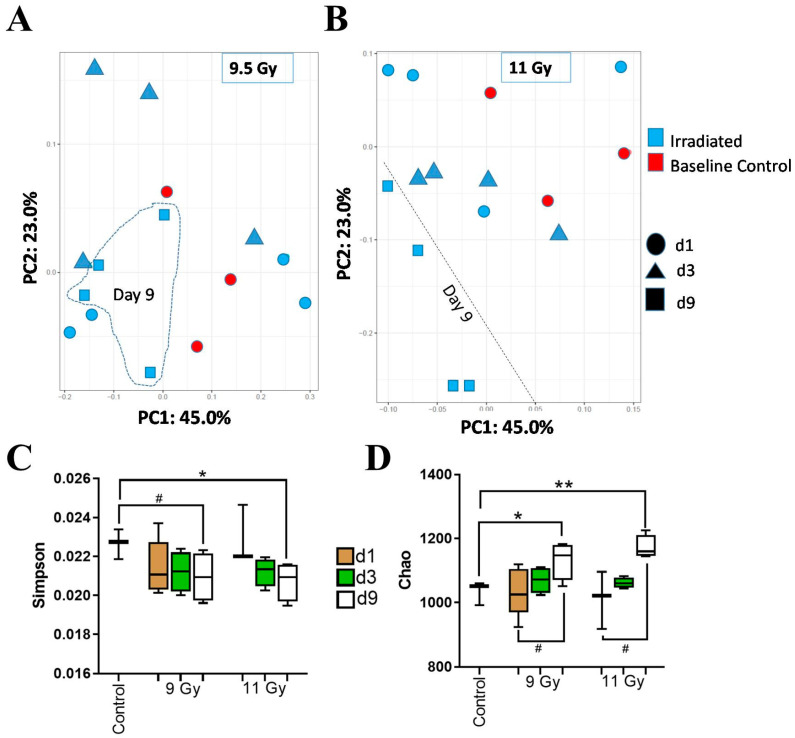
Diversity analysis of descending colon microbiota. (**A**) PCoA plot: Beta diversity of samples exposed to 9.5 Gy TBI using the Bray–Curtis algorithm. Here, the baseline control and irradiated samples are color coded by red and blue, respectively. The timepoints are shape-coded as follows, oval: day 1; triangle: day 3, and square: day 9. The day 9 samples are clustered separately. (**B**) PCoA plot: Beta diversity of samples exposed to 11 Gy TBI using the Bray–Curtis algorithm. Here, the baseline and irradiated samples are color-coded by red and blue, respectively. The timepoints are shape-coded as follows, oval: day 1; triangle: day 3 and square: day 9. The day 9 samples are clustered separately, and the separation is shown by a dotted line. (**C**) Alpha diversity of the entire cohort using Simpson’s index: a box and whisker plot. The timepoints are color-coded, brown: day 1, green: day 3, and white: day 9. The two-way ANOVA with post hoc analysis measured the significance: * *p* < 0.05. # 0.1 < *p* < 0.05. To note, 0.1 < *p* < 0.05 indicates a trend in the diversity profile. (**D**) Alpha diversity of entire cohort using Chao1 index: A box and whisker plot. The timepoints are color-coded, brown: day 1, green: day 3, and white: day 9. The two-way ANOVA with post hoc analysis measured the significance; ** *p* < 0.01, * *p* < 0.05.

**Figure 3:**
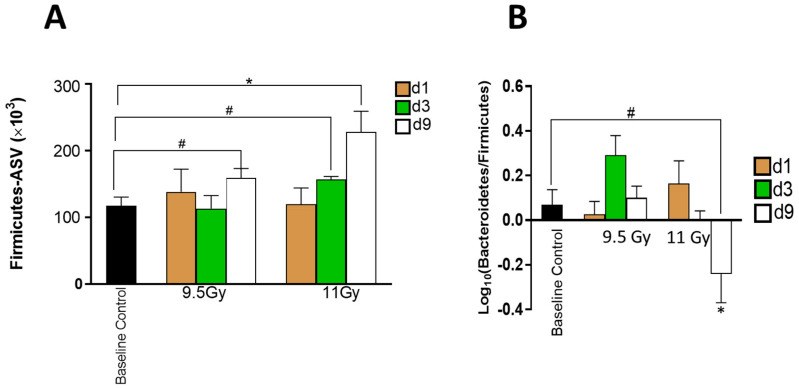
Significantly abundant phyla. (**A**) Abundance of *Firmicutes*. The bar graphs depict the average abundances expressed in ASV ± standard error of mean (SEM) and are plotted against the Y-axis. The timepoints are color-coded, brown: day 1, green: day 3, and white: day 9. The two-way ANOVA with post hoc analysis measured the significance; * *p* < 0.05. # 0.1 < *p* < 0.05. To note, 0.1 < *p* < 0.05 indicates a trend in the abundance profile. (**B**) The log_10_ transformed ratio of *Bacteroidetes* and *Firmicutes*. The Y-axis plots the average log_10_ transformed ratio of abundances of *Bacteroidetes* and *Firmicutes* (*Bacteroidetes*/*Firmicutes*) ± SEM. The two-way ANOVA with post hoc analysis measured the significance; * *p* < 0.05. # 0.1 < *p* < 0.05.

**Figure 4:**
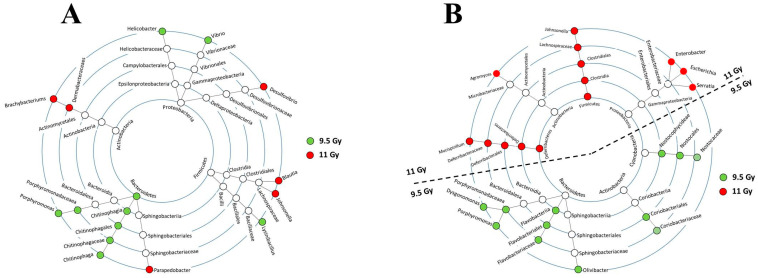
Taxonomic cladogram. Each of the concentric circles represent phylogenetic ranks. From the innermost circle to the outermost circle, they represented Phylum, Class, Order, Family, and Genus, respectively. Each node on the circles represents an individual taxon, and the taxa of one phylogenetic branch are connected by a solid black line. The nodes shifted by 9.5 Gy and 11 Gy TBI are color-coded green and red, respectively; unperturbed nodes are white. (**A**) Cladogram displaying the bacterial abundance profile at day 3 post-9.5 Gy and 11 Gy TBI. (**B**) Cladogram displaying the bacterial abundance profile at day 9 post-9.5 Gy and 11 Gy TBI.

**Figure 5:**
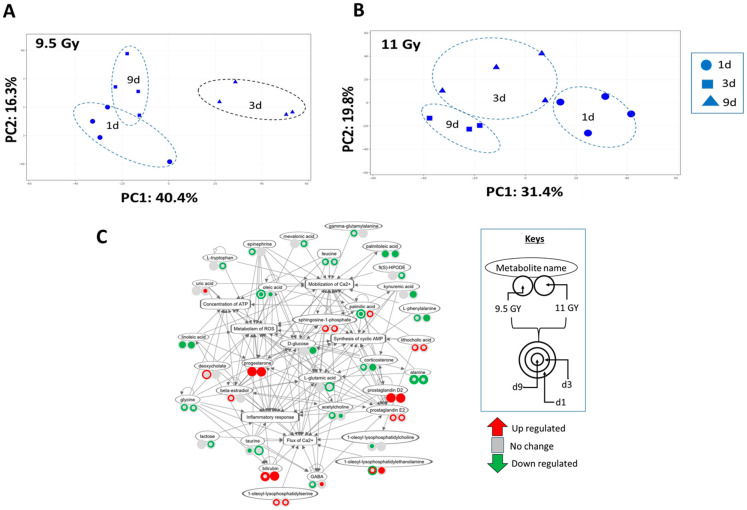
Descending colon metabolite analysis. (**A**) The PCA of the descending colon metabolite profile was perturbed by 9.5 Gy TBI. The timepoints are shape-coded as follows, circle: day 1, square: day 3, and triangle: day 9. All three timepoints are clustered separately and are encompassed by a dotted line. (**B**) The PCA of the descending colon metabolite profile associated with the cohort exposed to 11 Gy TBI. Timepoints are shape-coded as follows, oval: day 1, triangle: day 3, and square: day 9. All three timepoints are clustered separately and are encompassed by a dotted line. (**C**) The metabolite network linked to the flux of calcium ion (Ca2+). The oval and rectangular-shaped nodes represent the metabolites and biofunctions, respectively, and the edges represent the relationship between two nodes. As per the key, each metabolite node is connected to two circles, representing the metabolite’s expression levels in 9.5 Gy and 11 Gy TBI. Furthermore, each circle encompasses three concentric circles representing d1, d3, and d9 by the outer, middle, and inner circles, respectively.

**Table 1:** Integrative analysis of the networks associated with the bacteria colonized in the descending colon contents (labeled as “Metagenome”) and the metabolites (labeled as “Metabolome”). Each cell includes the number of activated networks and the number of inhibited networks, respectively, separated by a forward slash (“/”). The cells are colored red, blue and yellow and show the number of activated networks that were more, less, or equal to number of inhibited networks, respectively. The gray-colored cells have no enriched networks.

	9.5 Gy						11 Gy					
	Day 1		Day 3		Day 9		Day 1		Day 3		Day 9	
Biofunctions’ Superfamily	Metagenome	Metabolome	Metagenome	Metabolome	Metagenome	Metabolome	Metagenome	Metabolome	Metagenome	Metabolome	Metagenome	Metabolome
Amino acid metabolism	4/1	0/0	0/0	3/2	1/2	1/0	3/2	0/0	3/1	4/0	3/2	0/0
Biosynthesis	0/2	1/1	0/1	0/1	4/3	0/0	0/1	0/0	1/8	1/0	7/1	1/2
Bioenergy	0/0	1/0	0/0	1/1	2/0	1/0	2/0	1/0	1/0	3/1	4/0	2/4
Immune functions	0/0	0/0	0/0	7/1	0/0	0/3	0/0	0/1	0/0	2/0	1/0	0/3
Lipid metabolism	1/0	0/4	0/0	6/1	0/0	2/4	1/1	0/0	2/2	0/1	2/0	0/9

**Table 2:** Consistently regulated metabolites across the time and dose profile. There are three subgroups in these tables. The metabolites which were consistently upregulated across the timepoints are clustered together. There were no metabolites that were significantly downregulated across the timepoints. In addition, there were two subgroups, which were significantly up- or downregulated across all timepoints, except one. Furthermore, a set of potentially early markers was identified. These markers were either up- or downregulated at d1 post-TBI.

Metabolite ID	Metabolite Name	Functional Relevance
All data points are consistently upregulated		
HMDB0240259	Stercobilin/L-urobilin	A pro-inflammatory microbial metabolite, which is generated via the reduction in bilirubin by intestinal microbiota
HMDB0001830	Progesterone	Cancer-related metabolite and gut microbes metabolize and regulate the bioavailability of progesterone [55]
HMDB0001898	Mesobilirubinogen	Closely related to stercobilin, as they have the same parent compound, namely urobilinogen
HMDB0006059	20-Carboxy-leukotriene B4	An oxidized metabolite of leukotriene B4 (LTB4), which is released from polymorphonuclear granulocytes of severely burned patients
HMDB0062552	Goralatide	Protector of hematopoietic progenitors
HMDB0060095	Prostaglandin-c2	Associated with inflammation [56]
*All but one data points are consistently upregulated*		
HMDB0013200	5-Hydroxytryptophol glucuronide (GTOL)	A biomarker of alcohol load in body fluid [57]
HMDB0031039	Heptadecanal	Linked to smoking [58]
HMDB0011563	1-pentadecanoylglycerol	--
HMDB0000054	Bilirubin	Its elevation is linked to several diseases and disorders [59]
*All but one data points are consistently downregulated*		
HMDB0011538	2-Linoleoylglycerol	--
HMDB0060987	2-Hydroxymethylolanzapine	Derivative of olanzapine, an atypical antipsychotic agent
HMDB0000988	S-Adenosylmethioninamine or dadomet	Linked to cancer [60] and psychotic deficiencies [61]
HMDB0000860	Phenylpropionylglycine	Associated with bacteria-driven metabolism [62]
*Early markers:* Consistently upregulated at d1 and d3 post-TBI		
HMDB0001403	Prostaglandin D2 (PGD2)	Associated with inflammation [56]
HMDB0004161	Urobilin	Generated through the degradation of heme
HMDB0062389	A sterol lipid molecule	A member to the class of cholesterols and derivatives
HMDB0006888	5b-Cyprinol sulfate	An intermediate of bile acid biosynthesis
*Early markers:* Consistently downregulated at d1 and d3 post-TBI		
HMDB0062251	Alanine	A member to the class of an alanine or an alanine derivative
HMDB0010727	3-Oxododecanoic acid	An intermediate in fatty acid biosynthesis
HMDB0000860	Phenylpropionylglycine	A fatty acid metabolite that could be a marker of mitochondrial dysfunction

**Table 3:** The regulation profile of the subnetworks coenriched with the network linked to the flux of calcium ions (Figure 5C). The activated and inhibited status of the networks are noted with “Up” (red) and “Down” (blue), respectively.

	9.5 Gy			11 Gy		
Subnetworks	d1	d3	d9	d1	d3	d9
Flux of Ca+2	Up	Up	Up	Up	Up	Up
Synthesis of cAMP	Up	Up	Up	Up	Up	Up
Metabolism of ROS	Down	Up	Down	Up	Up	Down
Inflammatory response	Down	Down	Down	Down	Down	Down
Conc. Of ATP	Down	Down	Down	Down	Down	Down

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/microorganisms12101995/s1, Figure S1: (A) Overall DCC composition profile, (B) PCoA plot of all experimental conditions; Figure S2: Diversity analysis of descending colon microbiota; Figure S3: (A) The phyla-level abundance profile of the descending colon bacteria, (B) The class level abundance profile of the descending colon bacteria, (C) The order level abundance profile of the descending colon bacteria; Figure S4: (A) Hierarchical cluster using the Euclidian algorithm of the differentially expressed metabolites, (B) Venn diagram of differentially expressed metabolites to curate the common and exclusive candidates across six experimental variables; Figure S5: Abundance of lipopolysaccharide binding protein (LBP) in the liver; Table S1: List of the abundance profile of bacterial phyla, class, order and family in descending colon contents; Table S2: List of those bacterial phyla, class, order, family and genus level taxa that scored LDA ≥ |2|; Table S3: List of functional networks potentially linked to descending colon microbiota. The networks were selected on LDA > |2|; Table S4: List of differentially expressed metabolites in descending colon samples. The metabolites were selected using a two-way ANOVA post hoc *p* < 0.05; Table S5: List of functional networks enriched by metabolites. The networks were selected on z score > |2|.

# Supplementary material for: Ionizing Radiation Dose Differentially Affects the Host–Microbe Relationship over Time
**Source:** Microorganisms. 2024 Sep 30;12(10):1995. doi: 10.3390/microorganisms12101995
**Supplement:** Supplementary file 1

## Supplementary Tables

**Table S1.** List of abundance profile of bacterial phyla, class, order and family in descending colon contents. (S1A) Bacterial phyla level OTU across all the experimental conditions. (S1B) Percentage (%) abundance of bacterial phyla. (S1C) Bacterial class level OTU across all the experimental conditions. (S1D) Percentage (%) abundance of bacterial class. (S1E) Bacterial order level OTU across all the experimental conditions. (S1F) Percentage (%) abundance of bacterial order. (S1G) Bacterial family level OTU across all the experimental conditions. (S1H) Percentage (%) abundance of bacterial family.

**Table S2.** List of those bacterial phyla, class, order, family and genus level taxa that scored  $LDA \geq 2$ .

**Table S3.** List of functional networks potentially linked to descending colon microbiota. The networks were selected on  $LDA > |2|$ .

**Table S4.** List of differentially expressed metabolites in descending colon samples. The metabolites were selected on ANOVA post-hoc  $p < 0.05$ .

**Table S5.** List of functional networks enriched by metabolites. The networks were selected on z score  $> |2|$

**Figure S1A.**

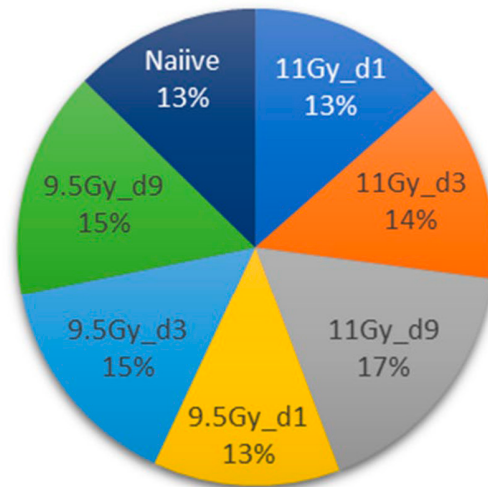

**Figure S1B.**

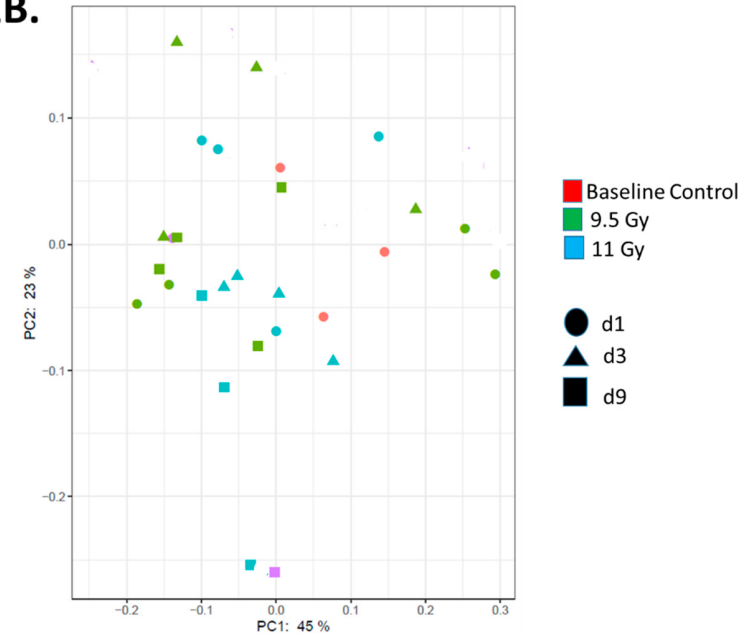

**Figure S1.** (A) Overall DCC composition profile: A comparative picture of the OTU values across all experimental conditions is depicted in the pie chart. The percentage numbers depict the share of abundance values by each experimental condition. The result indicated a consistent overall composition across all the experimental and control groups. (B) PCoA plot of all experimental conditions: Beta diversity of samples exposed to 9.5 Gy and 11 Gy using Bray-Curtis algorithm. Here the baseline control and irradiated samples are color coded and the timepoints are shape coded. No pattern emerged from this plot.

**Figure S2A.**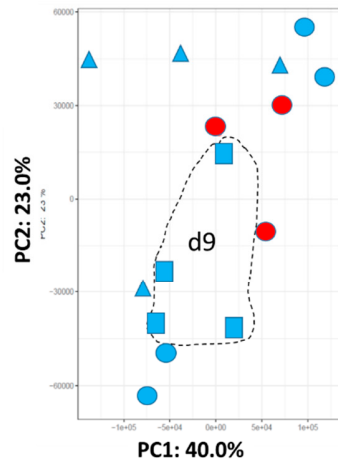**Figure S2B.**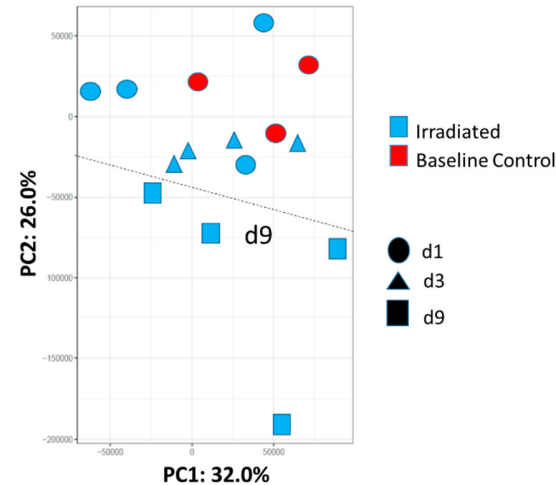**Figure S2C.**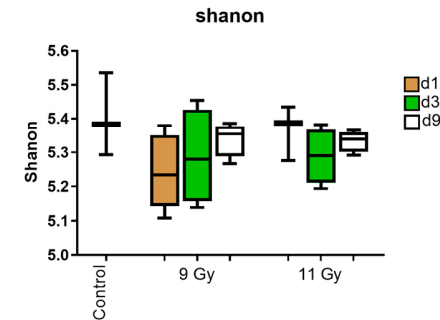

**Figure S2. Diversity analysis of descending colon microbiota.** (A) PCoA plot of 9.5 Gy TBI: Beta diversity of samples exposed to 9.5 Gy using Euclidian algorithm. Here the baseline control and irradiated samples are color-coded by red and light blue, respectively. The timepoints are shape-coded as follows, circle: day 1, triangle: day 3, and square: day 9. The day 9 samples are clustered separately, so encircled. (B) PCoA plot of 11 Gy TBI: Beta diversity of samples exposed to 11 Gy using Euclidian algorithm. Here the baseline control and irradiate samples are color-coded by red and blue, respectively. The timepoints are shape-coded as follows, circle: day 1, triangle: day 3, and square: day 9. The day 9 samples are clustered separately, so separated by a dotted line. (C) Alpha diversity of entire cohort using Shannon index: A box and whisker plot. The timepoints are color-coded, brown: day 1, green: day 3 and white: day 9. No significant change was observed.

**Figure S3A.**

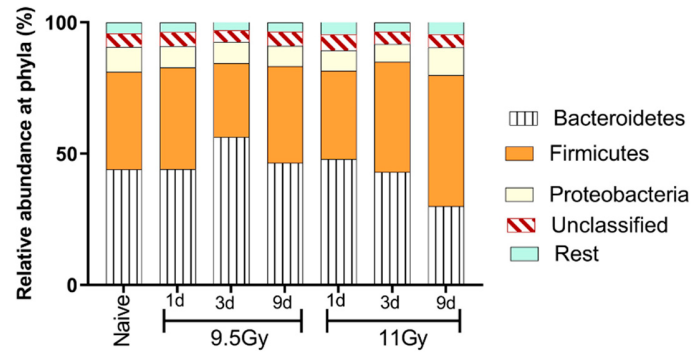

**Figure S3B.**

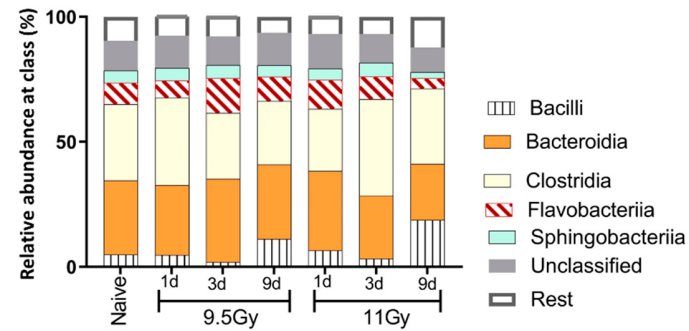

**Figure S3C.**

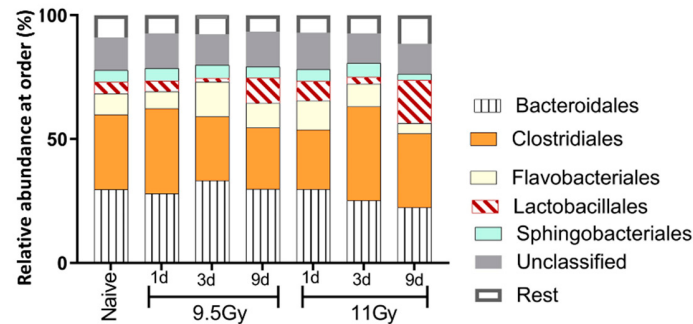

**Figure S3D.**

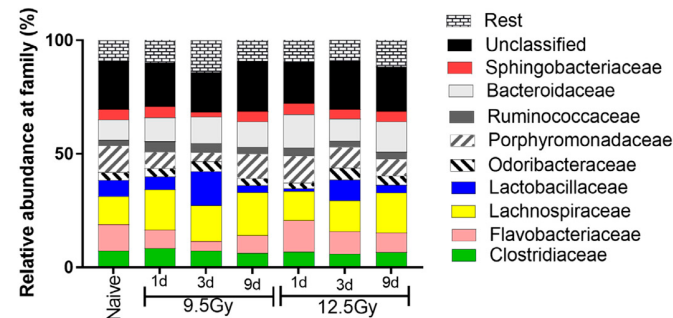

**Figure S3.** (A) The phyla level abundance profile of the descending colon bacteria. The bar chart presents the percentage abundances of different phyla as per the color codes. Complete list of the abundance profile is in Table S1A-B. Here most abundant four bacterial phyla that encompassed >95% of total abundance were color coded. The rest included *Actinobacteria*, *Deferribacteres*, *Cyanobacteria*, *Tenericutes*, *Chloroflexi* (noted in descending order of abundance) and so on. (B) The class level abundance profile of the descending colon bacteria. The bar chart presents the percentage abundances of different bacterial classes as per the color codes. Complete list of the abundance profile is in Table S1C-D. Here most abundant six bacterial class that encompassed >90% of total abundance were color coded. The rest included *Gammaproteobacteria*, *Deltaproteobacteria*, *Actinobacteria*, *Deferribacteres*, *Alphaproteobacteriia* (noted in descending order of abundance) and so on. (C) The order level abundance profile of the descending colon bacteria. The bar chart presents the percentage abundances of different bacterial order as per the color codes. Complete list of the abundance profile is in Table S1E-F. Here most abundant six bacterial orders that encompassed >90% of

total abundance were color coded. The rest included *Enterobacteriales*, *Actinomycetales*, *Desulfovibrionales*, *Deferribacterales*, *Syntrophobacterales* (noted in descending order of abundance) and so on. (C) The family level abundance profile of the descending colon bacteria. The bar chart presents the percentage abundances of different bacterial family as per the color codes. Complete list of the abundance profile is in Table S1H-G. Here most abundant ten bacterial families that encompassed >90% of total abundance were color coded. The rest included *Desulfovibrionaceae*, *Prevotellaceae*, *Deferribacteraceae*, *Desulfovibrionaceae*, *Desulfobacteraceae* and *Leuconostocaceae* (noted in descending order of abundance) and so on.

**Figure S4A.**

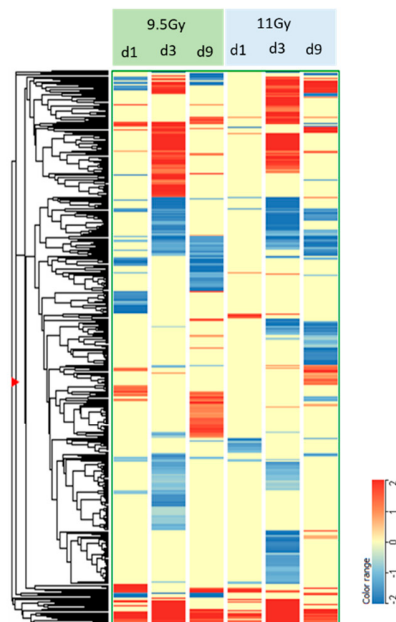

**Figure S4B.**

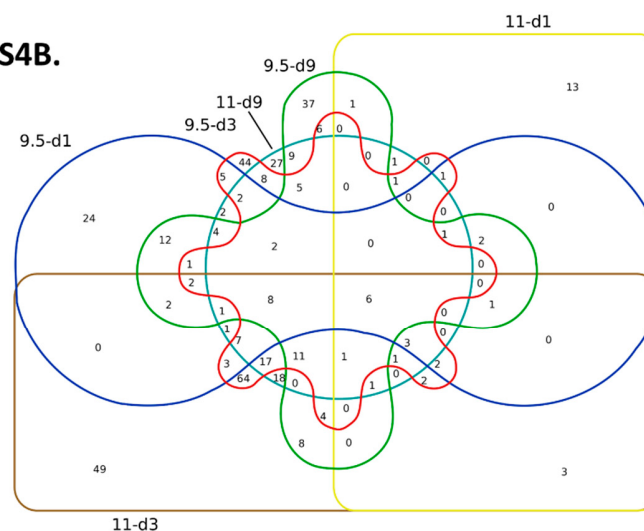

**Figure S4.** (A) Hierarchical cluster using the Euclidian algorithm of the differentially expressed metabolites. The color key is at right bottom. (B) Venn diagram of differentially expressed metabolites to curate the common and exclusive candidates across six experimental variables (2 radiation doses x 3 timepoints)

**Figure S5.**

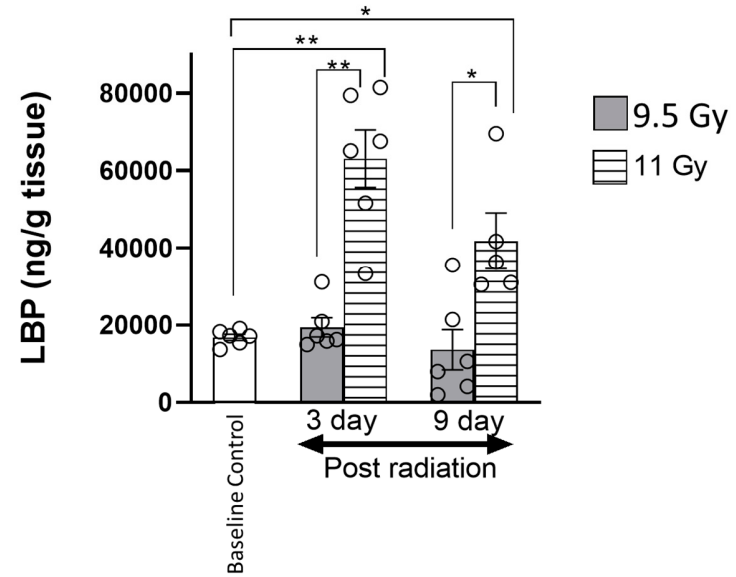

**Figure S5.** Abundance of lipopolysaccharide binding protein (LBP) in liver. The gray colored and horizontally hashed bars represent 9.5 Gy and 11 Gy irradiation, respectively. ANOVA post-hoc analysis measured the level of significance, \* $p < 0.05$ . \*\* $p < 0.01$ .

# Table S1A

**Table S1B**

**crobia**

# Table S1C

[illegible]

[illegible]

**Table S1D**

# Table S1E

**Table S1F**

# Table S1G

## Table S1H

Family\_Aer Family\_Alc Family\_Alc Family\_Alt Family\_Am Family\_Am Family\_An Family\_An Family\_An

Family\_An Family\_AurFamily\_BacFamily\_BacFamily\_BarFamily\_Bd Family\_Bei Family\_Bifi Family\_Bo

Family\_Bor Family\_Bra Family\_Bra Family\_Bre Family\_Bru Family\_Bur Family\_Cal Family\_Cal Family\_Cal

Family\_Ca Family\_Car Family\_Car Family\_CauFamily\_Cel Family\_Cer Family\_Chi Family\_ChI Family\_Chr

Family\_Chr Family\_Chr Family\_Clo Family\_Co Family\_Co Family\_Co Family\_Cor Family\_Cor Family\_Cox

Family\_CyaFamily\_CysFamily\_DefFamily\_De Family\_De Family\_Dei Family\_DerFamily\_DerFamily\_De

Family\_De Family\_De Family\_De Family\_De Family\_De Family\_DetFamily\_Die Family\_Ect Family\_Ent

Family\_Ent Family\_Ent Family\_Ery Family\_Ery Family\_Eub Family\_Euz Family\_Exi Family\_Fer Family\_Fib

Family\_Fla Family\_Fla Family\_Fle Family\_Fra Family\_Fra Family\_Fus Family\_Gal Family\_Ge Family\_Ge

Family\_Ge Family\_Gly Family\_Go Family\_Go Family\_Ha Family\_Hal Family\_Hal Family\_Hal Family\_Hal

Family\_Hel Family\_Hel Family\_Hol Family\_Hy Family\_Hy Family\_Hy Family\_Hy Family\_Idio Family\_Kilo Family\_Kin

Family\_Lac Family\_Lac Family\_Leg Family\_Lep Family\_Leu Family\_List Family\_Lito Family\_Me Family\_Me

Family\_My Family\_Na Family\_Nei Family\_Nit Family\_No Family\_No Family\_No Family\_Oc Family\_Od

Family\_Pse Family\_Pse Family\_Pse Family\_Psy Family\_Pu Family\_Rh Family\_Rhi Family\_Rh Family\_Rh

Family\_Sin Family\_SphFamily\_SphFamily\_Spi Family\_SpoFamily\_SpoFamily\_Sta Family\_Str Family\_Str

Family\_Str Family\_Sul Family\_Sul Family\_Sy Family\_SynFamily\_SynFamily\_SynFamily\_SynFamily\_The

Family\_TheFamily\_TheFamily\_TheFamily\_TheFamily\_TheFamily\_TheFamily\_TheFamily\_The

Family\_TheFamily\_TheFamily\_Thi Family\_Thi Family\_TsuFamily\_Tur Family\_Un Family\_Vei Family\_Ver

Family\_Vib Family\_Wa Family\_XanFamily\_XanFamily\_Yaniellaceae

## Table S2

Day 3

Day 9

g\_serratia

3.1

Table S3

[illegible]

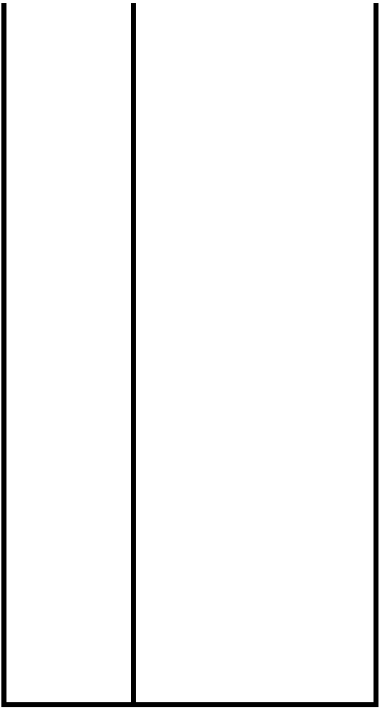

## Tabke S4

HMDB0006869 S-(2-methylbutanoyl)-dihydrolipoamide  
HMDB0061705 6-oxopiperidine-2-carboxylic acid  
HMDB0011538 2-linoleoylglycerol  
HMDB0010727 3-oxododecanoate  
HMDB0060987 2-hydroxy methyl olanzapine  
HMDB0059889 isohexyl alcohol  
HMDB0000988 S-adenosyl-3-methylthiopropylamine  
HMDB0062698 saccharopine  
HMDB0039066 6',7'-dihydroxybergamottin  
HMDB0005066 tetradecanoylcarnitine  
HMDB0006116 3-hydroxyhippuric acid  
HMDB0011506 1-oleoyl-lysophosphatidylethanolamine  
HMDB0006547 stearidonic acid  
HMDB0061701 2-18:1(9Z) lysophosphatidylcholine  
HMDB0041927 monomethylpropion  
HMDB0013122 dm18:0 lysoplasmenylcholine  
HMDB0004949 D-erythro-C16-ceramide  
HMDB0011564 1-palmitoylglycerol  
HMDB0011533 2-palmitoylglycerol  
HMDB0061702 2-16:0 lysophosphatidylcholine  
HMDB0000207 oleic acid  
HMDB0000860 phenylpropionylglycine  
HMDB0010392 1-20:2(11Z,14Z) lysophosphatidylcholine  
HMDB0007070 1-15:0/2-16:1(9Z) diacylglycerol  
HMDB0000220 palmitic acid  
HMDB0011511 1-20:0 lysophosphatidylethanolamine  
HMDB0010381 1-15:0 lysophosphatidylcholine  
HMDB0011130 1-stearoyl-2-hydroxy-sn-glycero-3-phosphoethanolamine  
HMDB0010388 1-18:3(9Z,12Z,15Z) lysophosphatidylcholine  
HMDB0010391 1-20:1(11Z) lysophosphatidylcholine  
HMDB0010382 1-16:0 lysophosphatidylcholine  
HMDB0011512 1-20:1(11Z) lysophosphatidylethanolamine  
HMDB0010385 1-18:1(11Z) lysophosphatidylcholine  
HMDB0011128 2-18:0 lysophosphatidylcholine  
HMDB0010384 L-alpha-lysophosphatidylcholine, stearoyl  
HMDB0010390 1-20:0 lysophosphatidylcholine  
HMDB0006819 2-hexaprenyl-3-methyl-6-methoxy-1,4-benzoquinone  
HMDB0004160 l-urobilin  
HMDB0008028 16:1(9Z)/dm18:0 phosphatidylcholine  
HMDB0011769 d18:0/24:1 dihydroceramide  
HMDB0004956 d18:1/24:0 ceramide  
HMDB0007210 1-18:1(11Z)/2-24:1(15Z) diacylglycerol  
HMDB0007239 1-18:1(9Z)/2-24:1(15Z) diacylglycerol  
HMDB0004952 d18:1/22:0 ceramide  
HMDB0240261 18:0 lysophosphatidylinositol  
HMDB0061704 2-18:0 lysophosphatidylinositol  
HMDB0007982 1-palmitoyl-2-arachidonoyl-phosphatidylcholine

HMDB0007880 14:0/20:2(11Z,14Z) phosphatidylcholine

chemical - endogenous mammalian

-3.913

HMDB0000  
HMDB0001  
HMDB0000  
HMDB0000  
HMDB0000  
HMDB0039  
HMDB0002  
HMDB0062  
HMDB0004  
HMDB0005  
HMDB0011  
HMDB0000  
HMDB0061  
HMDB0000  
HMDB0000  
HMDB0001  
HMDB0002  
HMDB0041  
HMDB0001  
HMDB0000  
HMDB0008  
HMDB0001  
HMDB0010  
HMDB0010  
HMDB0000  
HMDB0033  
HMDB0002  
HMDB0033  
HMDB0000  
HMDB0010  
HMDB0004  
HMDB0061  
HMDB0000  
HMDB0006  
HMDB0000  
HMDB0062  
HMDB0000  
HMDB0006  
HMDB0000  
HMDB0035  
HMDB0060  
HMDB0003  
HMDB0062  
HMDB0006  
HMDB0000  
HMDB0006  
HMDB0000

HMDB0061  
HMDB0000  
HMDB0001  
HMDB0094  
HMDB0062  
HMDB0000  
HMDB0061  
HMDB0000  
HMDB0006  
HMDB0003  
HMDB0000  
HMDB0000  
HMDB0000  
HMDB0006  
HMDB0013  
HMDB0000  
HMDB0004  
HMDB0062  
HMDB0001  
HMDB0013  
HMDB0007  
HMDB0000  
HMDB0006  
HMDB0000  
HMDB0003  
HMDB0013  
HMDB0003  
HMDB0061  
HMDB0060  
HMDB0006  
HMDB0011  
HMDB0006  
HMDB0041  
HMDB0013  
HMDB0062  
HMDB0000  
HMDB0011  
HMDB0000  
HMDB0001  
HMDB0000  
HMDB0029  
HMDB0012  
HMDB0028  
HMDB0028  
HMDB0011  
HMDB0000  
HMDB0004

HMDB0000  
HMDB0011  
HMDB0006  
HMDB0004  
HMDB0006  
HMDB0003  
HMDB0000  
HMDB0012  
HMDB0000  
HMDB0001  
HMDB0000  
HMDB0000  
HMDB0000  
HMDB0004  
HMDB0013  
HMDB0041  
HMDB0000  
HMDB0005  
HMDB0002  
HMDB0011  
HMDB0004

Name

15:0/14:0 phosphatidylcholine  
cortolone  
beta-D-glucuronoside  
1-15:0/2-16:0 diacylglycerol  
L-urobilin  
adrenic acid  
5-hydroxytryptophol glucuronide  
eicosa-11Z, 14Z-dienoic acid  
16:0/20:4(5Z,8Z,11Z,14Z) phosphatidylinositol-3-phosphate  
mead acid  
5beta-cyprinolsulfate  
progesterone  
N-acetylleukotriene e4  
14:0/22:0 phosphatidylethanolamine  
hexadecanal  
9Z-eicosenoic acid  
gondoic acid  
1-pentadecanoylglycerol  
ergocalciferol  
ergosterol  
heptadecanoylcarnitine  
bilirubin  
24,25-dihydroxyvitamin D3  
1-20:0 lysophosphatidylcholine  
1-alkyl-2-lyso-sn-glycero-3-phosphocholine  
1-arachidonoyl-2-hydroxy-sn-glycero-3-phosphoethanolamine  
sphingosine-1-phosphate  
platelet activating factor-C16  
20-carboxy-leukotriene B4  
dehydrodolicol diphosphate  
mesobilirubinogen  
alpha-linolenyl carnitine  
heptadecanal  
1-20:0 lysophosphatidylethanolamine  
16:0/20:2(11Z,14Z) phosphatidylinositol-3-phosphate  
1-20:1(11Z) lysophosphatidylcholine  
beta-tocopherol  
(5Z,8Z,11Z,13E)-15(S)-hydroperoxyeicosatetraenoic acid  
prostaglandin B1  
pregnane  
1-18:3(6Z,9Z,12Z) lysophosphatidylcholine  
14:1(9Z)/22:2(13Z,16Z) phosphatidylethanolamine  
1-oleoyl-lysophosphatidylserine  
oleylethanolamide

ethyl 3-hydroxytridecanoic acid  
(all Z)-7,10,13,16,19-docosapentaenoic acid  
prostaglandin D2  
prostaglandin E2  
dm18:1(9Z) lysoplasmenylcholine  
lithocholic acid  
lauroylcarnitine  
prostaglandin C2  
4-hydroxyatomoxetine  
1-(1Z-hexadecenyl)-sn-glycero-3-phosphoethanolamine  
tripropionin  
11,12-DHET  
protoporphyrinogen  
1-palmitoyl-2-hydroxy-sn-glycero-3-phosphoethanolamine  
pentadecanoic acid  
1-16:0 lysophosphatidylcholine  
1-20:2(11Z,14Z) lysophosphatidylcholine  
goralptide  
1-oleoyl-lysophosphatidylethanolamine  
L-palmitoylcarnitine  
3-tyramine  
L-alpha-lysophosphatidylcholine, palmitoyl  
beta-estradiol  
18-oxocortisol  
12(R)-hydroxyecosatrienoic acid  
sterol  
9-hexadecenoylcarnitine  
1-alpha,24(R),25-trihydroxyvitamin D3  
dm16:0 lysoplasmenylcholine  
N-arachidonoylglycine  
1-arachidonoylglycerol  
estradiol-3-glucuronide  
5beta-cholestane-3alpha,7alpha,12alpha,24r,25-pentol  
dm18:0 lysoplasmenylcholine  
1-15:0 lysophosphatidylcholine  
2-18:2(9Z,12Z) lysophosphatidylethanolamine  
oleoylcarnitine  
arachidonic acid  
cholest-5-ene  
3-sulfodeoxycholic acid  
1-1z-alkenyl-2-acylglycerophosphate  
15:0/18:4(6Z,9Z,12Z,15Z) phosphatidylethanolamine  
N-acetyl-L-tyrosine  
vitamin A  
Ile-Phe  
1-stearoyl-lysophosphatidic acid  
2-keto-4-methylthiobutyric acid

xanthine  
acetyl phosphate  
2-oxoglutaric acid  
indole  
12-oxolithocholic acid  
D-alpha-D-digalacturonic acid  
tetracosahexaenoic acid  
D-carnitine  
trihexosylceramide (d18:1/24:1(15Z))  
tristearin  
2-[3-carboxy-3-(methylammonio)propyl]-L-histidine  
thiamine  
13,16-docosadienoic acid  
glutaric acid  
epinephrine  
N-formylmethionine  
erythrose  
beta-lactose  
D-glyceraldehyde  
alpha-D-galactose  
24:0/24:0 phosphatidylcholine  
5-phosphoribosylamine  
20:5(5Z,8Z,11Z,14Z,17Z)/18:3(9Z,12Z,15Z)/20:5(5Z,8Z,11Z,14Z,17Z)[iso3] triacylglycerol  
2-phenylacetamide  
indole-3-lactic acid  
elemicin  
myrmicacin  
10-undecenoic acid  
L-threonine  
3-oxododecanoate  
ganglioside GA2 (d18:1/22:0)  
succinylcarnitine  
L-methionine  
10-formyldihydrofolic acid  
cytosine  
leucine  
desoxycorticosterone  
S-(2-methylbutanoyl)-dihydrolipoamide  
glycine  
dihydroactinidiolide  
D-gal alpha 1->6D-gal alpha 1->6D-glucose  
raffinose  
alanine  
ecgonine methyl ester  
azelaic acid  
ecgonine  
L-valine

6-oxopiperidine-2-carboxylic acid  
octanoic acid  
5-methoxytryptophol  
N-acetylproline  
S-(2-hydroxyethyl)glutathione  
linoleic acid  
3-carboxy-4-methyl-5-propyl-2-furanpropanoic acid  
acetyl-L-carnitine  
stearidonic acid  
VPGPR enterostatin  
estriol  
glycogen  
coproporphyrin I  
gamma-glutamylalanine  
glutaryl carnitine  
GABA  
7-hydroxy-6-methyl-8-ribityl lumazine  
saccharopine  
linolenic acid  
propenoyl carnitine  
1-20:5(5Z,8Z,11Z,14Z,17Z)/2-15:0 diacylglycerol  
octadecane-1,18-dioic acid  
17alpha,21-dihydroxypregnenolone  
acetylcholine  
D-serine  
hydroxypropionyl carnitine  
N,N'-dimethylarginine  
2-hydroxy-ethinylestradiol  
2-hydroxy methyl olanzapine  
alpha-tocotrienol  
2-linoleoylglycerol  
dityrosine  
pregnanetriolone  
4-hydroxyhippuric acid  
4-oxo-1-(3-pyridyl)-1-butanone  
phenylpropanoic acid  
acetyl leucine  
isoferulic acid  
3-methylguanine  
phenylpropionylglycine  
tyrosine methyl ester  
(-)-salsoline  
Ile-Trp  
Leu-Trp  
1-20:1(11Z) lysophosphatidylethanolamine  
L-phenylalanine  
2-oxoarginine

valerylglycine  
1-20:2 (11Z,14Z) lysophosphatidylethanolamine  
carboxyaminoimidazole ribotide  
9(S),12(S),13(S)-trihydroxy-10(E)-octadecenoic acid  
phenylacetaldehyde  
D-glutamic acid  
3-methoxytyramine  
palmitoleic acid  
dodecanedioic acid  
corticosterone  
5-hydroxyindol-3-acetic acid  
1-11-undecanedioic acid  
undecanoic acid  
4-(2-amino-3-hydroxyphenyl)-2,4-dioxobutanoic acid  
butenylcarnitine  
monomethylpropion  
S-adenosyl-3-methylthiopropylamine  
tetrahydrocurcumin  
N1,N12-diacetylspermine  
1-14:1(9Z) monoacylglycerol  
D-erythro-C16-ceramide

isoputrescine  
glutaryl carnitine  
tetrahydrocurcumin  
L-methionine  
coproporphyrin I  
2-hydroxy methyl olanzapine  
1-16:1(9Z)/2-15:0 diacylglycerol  
1-16:0 lysophosphatidylcholine  
1-palmitoylglycerol  
2-18:0 lysophosphatidylethanolamine  
phenylalanylglycine  
carboxyaminoimidazole ribotide  
Val-Gln  
1-20:0 lysophosphatidylethanolamine  
cholic acid  
eriodictyol  
palmitic acid  
L-alpha-lysophosphatidylcholine, stearoyl  
platelet activating factor-C16  
2-hexaprenyl-3-methyl-6-methoxy-1,4-benzoquinone  
gondoic acid  
oleic acid  
l-urobilin  
C18:1 dihydroceramide  
2-18:0 lysophosphatidylinositol  
N-desethyloxybutynin  
18:0/16:0 phosphatidylinositol  
cholesterol eicosapentanoate  
1-palmitoyl-2-arachidonoyl-phosphatidylcholine  
1-15:0/2-22:2(13Z,16Z) diacylglycerol  
14:1(9Z)/24:1(15Z) phosphatidylethanolamine  
14:0/20:2(11Z,14Z) phosphatidylcholine  
D-erythro-C16-ceramide  
16:0/20:3(5Z,8Z,11Z) phosphatidylinositol-3-phosphate

[illegible]

1.277  
1.196  
1.174  
1.171  
1.159  
1.128  
1.123  
1.119  
1.075  
1.069  
1.056  
1.054  
1.043  
1.041  
1.019  
1.018  
0.991  
0.99  
0.976  
0.897  
0.858  
0.601  
0.59  
-0.955  
-0.963  
-0.991  
-1.064  
-1.079  
-1.099  
-1.115  
-1.199  
-1.2  
-1.204  
-1.21  
-1.211  
-1.244  
-1.276  
-1.282  
-1.284  
-1.346  
-1.349  
-1.363  
-1.377  
-1.421  
-1.457  
-1.459  
-1.467

-1.472  
-1.484  
-1.516  
-1.517  
-1.558  
-1.567  
-1.6  
-1.626  
-1.662  
-1.667  
-1.698  
-1.853  
-1.881  
-1.894  
-1.994  
-2.061  
-2.147  
-2.18  
-2.18  
-2.202  
-2.26  
-2.263  
-2.317  
-2.433  
-2.644  
-2.664  
-2.854  
-3.03  
-3.427  
-3.68  
-3.701  
-3.809  
-4.015  
-4.88

HMDB0001976  
HMDB0007827  
HMDB0006335  
HMDB0061859  
HMDB0011148  
HMDB0000277  
HMDB0011511  
HMDB0062290  
HMDB0011578  
HMDB0010408  
HMDB0062690  
HMDB0010382  
HMDB0062541  
HMDB0007921  
HMDB0061657  
HMDB0000220  
HMDB0000826  
HMDB0002250  
HMDB0060766  
HMDB0032857  
HMDB0006224  
HMDB0010392  
HMDB0003141  
HMDB0000761  
HMDB0062389  
HMDB0036620  
HMDB0002504  
HMDB0006228  
HMDB0000556  
HMDB0006323  
HMDB0010407  
HMDB0010381  
HMDB0013122  
HMDB0028933  
HMDB0011506  
HMDB0060512  
HMDB0062680  
HMDB0000222  
HMDB0008898  
HMDB0094684  
HMDB0000866  
HMDB0000308  
HMDB0011155  
HMDB0000518  
HMDB0001542  
HMDB0000167  
HMDB0000305

HMDB0033747  
HMDB0004883  
HMDB0005393  
HMDB0008782  
HMDB0001140  
HMDB0000630  
HMDB0001051  
HMDB0033858  
HMDB0004893  
HMDB0031526  
HMDB0061714  
HMDB0033778  
HMDB0062251  
HMDB0062525  
HMDB0062555  
HMDB0003411  
HMDB0001128  
HMDB0000661  
HMDB0006548  
HMDB0010539  
HMDB0002007  
HMDB0002649  
HMDB0002203  
HMDB0000122  
HMDB0006050  
HMDB0000158  
HMDB0003577  
HMDB0002832  
HMDB0062634  
HMDB0006116  
HMDB0060959  
HMDB0006406  
HMDB0003355  
HMDB0062203  
HMDB0000673  
HMDB0013129  
HMDB0000123  
HMDB0006867  
HMDB0061112  
HMDB0033458  
HMDB0000824  
HMDB0006762  
HMDB0007081  
HMDB0000201  
HMDB0000757  
HMDB0012469  
HMDB0011512

HMDB0001896  
HMDB0000477  
HMDB0000929  
HMDB0000205  
HMDB0001931  
HMDB0006485  
HMDB0000806  
HMDB0000643  
HMDB0006940  
HMDB0001161  
HMDB0000640  
HMDB0013124  
HMDB0002014  
HMDB0062263  
HMDB0011538  
HMDB0060684  
HMDB0007561  
HMDB0001513  
HMDB0013130  
HMDB0000860  
HMDB0000227  
HMDB0013127  
HMDB0060987  
HMDB0000782  
HMDB0006101  
HMDB0000339  
HMDB0001388  
HMDB0000832  
HMDB0003654  
HMDB0000413  
HMDB0000744  
HMDB0011756  
HMDB0006944  
HMDB0000394  
HMDB0000959  
HMDB0000955  
HMDB0000930  
HMDB0031057  
HMDB0000897  
HMDB0000847  
HMDB0012884  
HMDB0011513  
HMDB0000424  
HMDB0126018  
HMDB0012328  
HMDB0000482  
HMDB0000186

HMDB0006547  
HMDB0000784  
HMDB0029217  
HMDB0003180  
HMDB0035240  
HMDB0000715  
HMDB0060026  
HMDB0001547  
HMDB0004710  
HMDB0000022  
HMDB0004225  
HMDB0002199  
HMDB0002172  
HMDB0062406  
HMDB0000159  
HMDB0003339  
HMDB0041927  
HMDB0005789  
HMDB0000988  
HMDB0003334  
HMDB0000792  
HMDB0000888  
HMDB0004083  
HMDB0040463  
HMDB0000763  
HMDB0006236  
HMDB0000947  
HMDB0013126  
HMDB0000623  
HMDB0011562

Name

eicosa-11Z, 14Z-dienoic acid  
16:0/20:4(5Z,8Z,11Z,14Z) phosphatidylinositol-3-phosphate  
adrenic acid  
14:0/15:0 phosphatidylcholine  
phosphatidylethanolamine  
mead acid  
5beta-cyprinolsulfate  
cortolone  
L-urobilin  
1-arachidonylglycerol  
progesterone  
5-hydroxytryptophol glucuronide  
20-carboxy-leukotriene B4  
1-pentadecanoylglycerol  
N-acetylleukotriene e4  
1-15:0/2-16:0 diacylglycerol  
2-20:4(5Z,8Z,11Z,14Z) lysophosphatidylethanolamine  
dehydrodolicol diphosphate  
11-eicosenoic acid  
stearic acid  
1-18:3(6Z,9Z,12Z) lysophosphatidylcholine  
prostaglandin D2  
1-16:0/2-22:6(4Z,7Z,10Z,13Z,16Z,19Z) diacylglycerol  
1-oleoyl-lysophosphatidylserine  
heptadecanal  
prostaglandin B1  
beta-D-glucuronoside  
hexadecanal  
mesobilirubinogen  
platelet activating factor-C16  
heptadecanoylcarnitine  
ergosterol  
prostaglandin E2  
1-alkyl-2-lyso-sn-glycero-3-phosphocholine  
1-20:0 lysophosphatidylcholine  
nonadeca-10(Z)-enoic acid  
3-tyramine  
alpha-linolenyl carnitine  
prostaglandin C2  
bilirubin  
ubiquinone Q2  
goralatide  
oleoylethanolamide  
8,9-DHET

cis-4,7,10,13,16-docosapentaenoic acid  
1-24:1(15Z)/2-18:1(9Z) diacylglycerol  
beta-tocopherol  
methyl palmitate  
1-alkyl-2-acetyl-sn-glycero-3-phosphocholine  
sphingosine-1-phosphate  
1-20:0 lysophosphatidylethanolamine  
12(R)-hydroxyeicosatrienoic acid  
1-arachidonoylglycerol  
dm18:1(9Z) lysoplasmerylcholine  
1,2-oleoylphosphatidylcholine  
1-16:0 lysophosphatidylcholine  
L-alpha-lysophosphatidylcholine, palmitoyl  
14:1(9Z)/22:2(13Z,16Z) phosphatidylcholine  
3-hydroxypentadecanoic acid  
palmitic acid  
pentadecanoic acid  
lauroylcarnitine  
4-hydroxyatomoxetine  
tripropionin  
estradiol-3-glucuronide  
1-20:2(11Z,14Z) lysophosphatidylcholine  
retinoyl glucuronide  
lithocholic acid  
4alpha-formyl-5alpha-cholesta-8,24-dien-3beta-ol  
5,7-dimethoxyflavone  
3-sulfodeoxycholic acid  
1-alpha,24(R),25-trihydroxyvitamin D3  
5beta-cholestane-3alpha,7alpha,12alpha,24r,25-pentol  
24:5(n-3) fatty acid  
dm16:0 lysoplasmerylcholine  
1-15:0 lysophosphatidylcholine  
dm18:0 lysoplasmerylcholine  
Leu-Leu  
1-oleoyl-lysophosphatidylethanolamine  
sterol  
3-oxocholic acid  
L-palmitoylcarnitine  
15:0/18:4(6Z,9Z,12Z,15Z) phosphatidylethanolamine  
1-oleoylglycerol  
N-acetyl-L-tyrosine  
3beta-hydroxy-5-cholenoic acid  
1-1z-alkenyl-2-acylglycerophosphate  
chenodeoxycholic acid  
N-acetyllactosamine  
L-threonine  
vitamin A

alanopine  
trihexosylceramide (d18:1/24:1(15Z))  
tristearin  
24:0/24:0 phosphatidylcholine  
octanal  
cytosine  
D-glyceraldehyde  
crotonyl alcohol  
ganglioside GA2 (d18:1/22:0)  
2-methylbutanal  
13,16-docosadienoic acid  
elemicin  
alanine  
S-(2-hydroxyethyl)glutathione  
hydroxyisovaleryl carnitine  
D-proline  
5-phosphoribosylamine  
glutaric acid  
ecgonine  
20:5(5Z,8Z,11Z,14Z,17Z)/18:3(9Z,12Z,15Z)/20:5(5Z,8Z,11Z,14Z,17Z)[iso3] triacylglyce  
tetracosahexaenoic acid  
erythrose  
myrmicacin  
D-glucose  
2-tyrosine  
L-tyrosine  
VPGPR enterostatin  
nordefrin  
D-carnitine  
3-hydroxyhippuric acid  
desmethyl olanzapine  
ecgonine methyl ester  
5-aminovaleric acid  
leucine  
linoleic acid  
glutaconylcarnitine  
glycine  
S-3-methylbutanoyl-dihydrolipoamide  
3-carboxy-4-methyl-5-propyl-2-furanpropanoic acid  
N-carbamoylputrescine  
propionyl-L-carnitine  
17alpha,21-dihydroxypregnenolone  
1-15:0/2-20:3(5Z,8Z,11Z) diacylglycerol  
acetyl-L-carnitine  
glycogen  
(-)-salsoline  
1-20:1(11Z) lysophosphatidylethanolamine

5-methoxytryptophol  
7Z,10Z-hexadecadienoic acid  
L-tryptophan  
phenylpyruvic acid  
2,7,8-trimethyl-2-(beta-carboxyethyl)-6-hydroxychroman  
10-formyldihydrofolic acid  
myristic acid  
coproporphyrin I  
9(S)-HPODE  
gamma-butyrobetaine  
glucosan  
propenoylcarnitine  
cis-5-tetradecenoylcarnitine  
L-serine  
2-linoleoylglycerol  
2-propylglutaric acid  
1-20:5(5Z,8Z,11Z,14Z,17Z)/2-15:0 diacylglycerol  
dolichyl diphosphate  
glutaryl carnitine  
phenylpropionylglycine  
mevalonic acid  
hydroxybutyrylcarnitine  
2-hydroxy methyl olanzapine  
octadecane-1,18-dioic acid  
enterolactone  
2-methylbutyrylglycine  
linolenic acid  
capryloylglycine  
3-(4-hydroxyphenyl)-1-propane  
3-hydroxydodecanedioic acid  
malic acid  
acetyl leucine  
cellulose  
3-hydroxytetradecanedioic acid  
tiglylglycine  
isoferulic acid  
trans-cinnamic acid  
2-hydroxyhexadecanoic acid  
7-methylguanine  
pelargonic acid  
adrenochrome  
1-20:2 (11Z,14Z) lysophosphatidylethanolamine  
2-hydroxysebacic acid  
eriodictyol  
palmitoleic acid  
octanoic acid  
lactose

stearidonic acid  
azelaic acid  
tyrosine methyl ester  
cortol  
dihydroactinidiolide  
kynurenic acid  
N-vanilloylglycine  
corticosterone  
(11E)-9,10,13-trihydroxyoctadec-11-enoic acid  
3-methoxytyramine  
2-oxoarginine  
phloretic acid  
N1,N12-diacetylspermine  
4-oxo-1-(3-pyridyl)-1-butanone  
L-phenylalanine  
D-glutamic acid  
monomethylpropion  
tetrahydrocurcumin  
S-adenosyl-3-methylthiopropylamine  
N,N'-dimethylarginine  
sebacic acid  
1-11-undecanedioic acid  
4-(2-amino-3-hydroxyphenyl)-2,4-dioxobutanoic acid  
ethyl sorbate  
5-hydroxyindol-3-acetic acid  
phenylacetaldehyde  
undecanoic acid  
butenylcarnitine  
dodecanedioic acid  
1-14:1(9Z) monoacylglycerol

Name

eicosa-11Z, 14Z-dienoic acid  
20-carboxy-leukotriene B4  
bilirubin  
1-20:0 lysophosphatidylcholine  
2-18:0 lysophosphatidylinositol  
adrenic acid  
1-15:0 lysophosphatidylcholine  
1-alkyl-2-acetyl-sn-glycero-3-phosphocholine  
1-pentadecanoylglycerol  
platelet activating factor-C16  
L-urobilin  
1-18:3(6Z,9Z,12Z) lysophosphatidylcholine  
24,25-dihydroxyvitamin D3  
uric acid  
1-20:0 lysophosphatidylethanolamine  
pregnane  
prostaglandin D2  
5-hydroxytryptophol glucuronide  
tyramine  
1-oleoyl-lysophosphatidylethanolamine  
N-arachidonylglycine  
oleoylcarnitine  
11,12-DHET  
1-20:2(11Z,14Z) lysophosphatidylcholine  
mead acid  
alpha-linolenyl carnitine  
heptadecanal  
malic acid  
L-palmitoylcarnitine  
progesterone  
9-hydroxystearic acid  
monooleylphosphatidic acid  
prostaglandin C2  
D-erythro-C16-ceramide  
prostaglandin D3  
dm18:0 lysoplasmeylcholine  
mesobilirubinogen  
N-acetyllactosamine  
goralptide  
N-acetylneuraminic acid  
GABA  
(Z)-N-(1-oxo-9-octadecenyl)glycine  
D-glutamic acid  
L-xylulose

N-acetyl-L-tyrosine  
11-eicosenoic acid  
24:5(n-3) fatty acid  
L-threonine  
betaine  
N-acetyl-L-glutamate  
1-stearoyl-lysophosphatidic acid  
acetoacetic acid  
4-aminobutanal  
D-proline  
tiglylglycine  
octanal  
2-methylbutanal  
isovaleraldehyde  
isocaproaldehyde  
myrmicacin  
nicotinic acid  
ethyl glucuronide  
S-(2-hydroxyethyl)glutathione  
10-undecenoic acid  
zymosterone  
valeryl glycine  
3-hydroxyhippuric acid  
sinapyl alcohol  
2-(14,15-epoxyeicosatrienoyl)glycerol  
acetyl-L-carnitine  
VPGPR enterostatin  
3-hydroxy-9-hexadecenoylcarnitine  
2-pentylfuran  
3-hydroxytetradecanedioic acid  
acetyltaurine  
(-)-salsoline  
acetylleucine  
gamma-glutamyltryptophan  
pregnenolone  
4-hydroxyphenylacetyl glycine  
D-glucose  
phenylpropionyl glycine  
oleic acid  
1-20:1(11Z) lysophosphatidylethanolamine  
linoleic acid  
2-linoleoylglycerol  
hyodeoxycholic acid  
arachidonic acid  
N,N'-dimethylarginine  
2-oxoarginine  
L-phenylalanine

1-arachidonoyl-2-hydroxy-sn-glycero-3-phosphoethanolamine  
tetracosahexaenoic acid  
3-oxocholic acid  
4-oxo-1-(3-pyridyl)-1-butanone  
saccharopine  
2-oxindole-3-acetic acid  
stearidonic acid  
1- $\alpha$ ,24(R),25-trihydroxyvitamin D3  
carboxyaminoimidazole ribotide  
cis-10-heptadecenoic acid  
2-hydroxy methyl olanzapine  
4-(2-aminophenyl)-2,4-dioxobutanoate  
kynurenic acid  
L-tyrosine  
hippuric acid  
enterolactone  
corticosterone  
6-hydroxy-enterolactone  
dihydropteroate  
acetylcholine  
butenylcarnitine  
7Z,10Z-hexadecadienoic acid  
myristic acid  
hydroxypropionylcarnitine  
20:4(5Z,8Z,11Z,14Z)/24:1(15Z) phosphatidylethanolamine  
succinylcarnitine  
coproporphyrin I  
tripropionin  
N-vanilloylglycine  
14:1(9Z)/22:2(13Z,16Z) phosphatidylcholine  
3-carboxy-4-methyl-5-propyl-2-furanpropanoic acid  
hydroxybutyrylcarnitine  
L-methionine  
glutaryl carnitine  
11 $\beta$ ,20-dihydroxy-3-oxopregn-4-en-21-oic acid  
(12R,13S)-(9Z)-linoleic acid epoxide  
linolenic acid  
S-adenosyl-3-methylthiopropylamine  
22:4(7Z,10Z,13Z,16Z)/dm18:1(11Z) phosphatidylcholine  
taurochenodeoxycholate  
tetrahydrocurcumin  
1-22:6(4Z,7Z,10Z,13Z,16Z,19Z)/2-24:1(15Z) diacylglycerol  
palmitoleic acid  
N-desethyloxybutynin  
1,2-oleoylphosphatidylcholine  
16:0/20:3(5Z,8Z,11Z) phosphatidylinositol-3-phosphate

**Table S5**

d9

How the deposited data were processed for this re-analysis (not part of the article)

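DCCs of male CD2F1 mice were sequenced by the authors for the 16S rRNA gene (V3 and V4 regions, MiSeq, paired-end 300 bp reads). The count values were used as deposited by the authors: whole-number counts per OTU and sample with a Greengenes-style lineage for part of the OTUs. How the authors made these counts from the reads (quality filter, clustering and classifier) is not given in the sources used here, and the names and totals differ from the ASV table that the methods and Table S1A describe. The deposited counts come in a pair of blocks under separate headers. The values of 1 column, a CTR sample, were read as counts like the others although a check of units that reads the second block under the first header does not place it. No other normalization was undone.

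All 38 samples could be mapped by their labels to a dose and day, and 0 were left unmapped. The samples of the paper's groups are CTR, 9.5 Gy and 11 Gy at d1, d3 and d9 (n = 26). The text and Table S1 of the paper do not report 12.5 Gy, although Figure S3D prints it on its axis where other panels print 11 Gy, and outside the closing section these samples enter only values that describe the whole table. The labels give the 0 Gy samples day 1, while the paper says that CTR was collected before irradiation. Replicate 5 of d1 post-9.5 Gy TBI is not listed in Table S1A and was kept. Table S1A lists 1 other sample of that group and 1 of d1 post-11 Gy TBI that are not among the 38, so values of d1 can rest on other samples than the paper's. For d1 post-11 Gy TBI, Table S1B pools only the 3 samples used here. Median totals per group were 8002 counts for CTR, 9127.5, 12827 and 9605.5 for d1, d3 and d9 post-9.5 Gy TBI, and 7045, 8954 and 10674.5 post-11 Gy TBI. At these depths a taxon with 0 counts in a sample can still hold up to 3 counts of the total, for instance 0.0375% of CTR replicate 2 or 1.27% of the shallowest sample. Over all 38 samples, OTUs without a lineage held 1.39% of the counts, and 27.6% of the counts had no family name. The table names 8 phyla, 14 classes, 19 orders, 31 families and 31 genera.

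From the counts, shares of all OTUs gave Bray–Curtis and Euclidean distances and PCoA. RD, TSI and RD × TSI were tested with adonis (9999 permutations), each term after those before it in this order. RD was thus not adjusted for TSI. The separation of d9 from d1 and d3 within a dose was tested over every choice of samples. Neither test tells a shift from unequal spread, and no test of spread was run. Simpson's index (sum of squared shares), Chao1, Shannon's index, the Firmicutes count and share, and the log10 ratio of Bacteroidetes to Firmicutes were computed per sample. The 2-way F values were compared with 100000 permutations, or with every arrangement where those are fewer. Pairs of groups were compared by exact permutation of the difference in means, with Benjamini-Hochberg adjustment over 8 comparisons per measure, and slopes on day by permutation. Rarefied values are means of 10 draws.

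Taxa were tested at each rank with edgeR quasi-likelihood fits of all groups of the paper, with library sizes from the named taxa of the rank, TMM factors and its filter on low counts by group. The 12.5 Gy groups entered a fit with all groups. DESeq2 (poscounts size factors, local fit), limma on centred log ratios (pseudocount 0.5), edgeR without TMM, without the filter and on the compared groups alone, and genus in place of family rank were the alternatives. The LEfSe-style selection took a taxon when its Kruskal-Wallis p was under 0.05 and the log10 of its difference in mean counts per 1000000 was above 2. This p is approximate and can fall below the smallest exact p of groups this small. For Enterobacteriaceae at d9 post-11 Gy TBI against CTR it was 0.0277, and the exact rank test gave p = 0.0571. It is simpler than LEfSe, which fits a discriminant model over taxa. Lists of butyrate producers, lactic acid bacteria, enterobacteria, Bacteroidales, sulfate and sulfite reducers, mucus residents, bifidobacteria with coriobacteria, and environmental taxa were written before the data were examined, and camera was run on lists with at least 2 tested members. That brackets in names such as [Prevotella] are ignored in lists was decided after the table was seen.

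The groups, tests and alternatives were set before the data were examined, except for those named next and the rule on brackets. The slopes of the diversity indices, the order rank and the rarefaction to the second smallest total of 1763 were added afterwards. So were the tests of explanations for the Enterobacteriaceae pattern and the depth test of the single flagged sample. The depth, single-sample and prefix tests of the diversity slopes were also added then. The same holds for the splits of the samples, the correlations with the paper's table of counts and the bounds without the highest sample. Taxa named in the text are those that the paper's section on taxa, its Figure 4, Figure S3 or Table S2 names (their values in the paper's tables had been seen), and the taxa with the lowest adjusted p among called families and genera without overlap between groups, up to 8 per comparison. The 10 genera with the highest mean share and 2 to 4 examples per list complete them. The scripts were tested on simulated data. With 17 families and 3 changed, edgeR found 82.7%, DESeq2 93.3% and limma on centred log ratios 78.7% of 64-fold changes. At most 3.29% of unchanged families were called, by DESeq2 at 16-fold. This is a share of the unchanged families, and the share of calls that were false was not computed. The number of simulations for the test of separation was raised after a smaller run had been seen.

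Metabolomics, PICRUSt2 pathways and liver LBP were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and vegan 2.7.1 were used.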

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

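The tests given here for explanations of the Enterobacteriaceae pattern, the depth test of the single 11 Gy sample, and the depth, single-sample and prefix tests of the diversity slopes were chosen only after the result was seen, and so were the slopes of the diversity indices and the bounds without the highest sample. The calls of Enterobacteriaceae at d9 post-11 Gy TBI by edgeR without its filter and by the LEfSe-style selection come from alternatives set before the data were examined.

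Enterobacteriaceae were counted in all 4 samples of d9 post-11 Gy TBI and with at most 1 count in each of the 22 other libraries of the paper's samples used here. The tables argue against sequencing depth, since 40.6 counts would be expected in the 37312 counts of d9 post-9.5 Gy TBI and 1 was found. They argue against a source spread evenly over the title prefix. At the median share of d9 post-11 Gy TBI, 61.1 counts would be expected in the 56067 counts of d1 and d3 of this prefix, and 1 was found. Both low counts follow in part from how the pattern was picked, with at most 1 count in each other library. Shares at d9 ran from 0.0186% to 5.20%, so an uneven source within the prefix or a batch of the d9 samples alone stays open. Carry-over from a rich library stays open, since 0 of the 22 other libraries with 2 counts or more is how the pattern was picked, and the left-out CTR replicate 3 held 3 counts and the 12.5 Gy libraries up to 745. Dose and time after irradiation stay open as a candidate explanation, since the exact rank test of 11 Gy against 9.5 Gy at d9 (p = 0.0286) restates that choice and crosses title prefixes, and differences between cages of mice were not tested.

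The share of Proteobacteria in replicate 4 of d9 post-11 Gy TBI was 5.27%, far from the 0.217% to 0.699% of the other samples of its group, and 5.20% was Enterobacteriaceae.

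Replicate 2 of d9 post-11 Gy TBI lies far from the others of its group, with a Simpson's index of 0.188 (others 0.0686 to 0.0874) and a Chao1 index of 427 (others 511 to 520), and it keeps the 11 Gy trends of the Firmicutes share and of the Bacteroidetes to Firmicutes ratio from passing the test. Low depth is argued against by its total of 12896 counts, the highest of its group. With Bacteroides left out of every sample, the slope of the log10 ratio was −0.0262 per day (standard error 0.0119, exact permutation p = 0.0574) against −0.00442 (standard error 0.0157), and that of the Firmicutes share passed at 1.61 points per day (exact permutation p = 0.0379) against 0.496, so whether this genus alone is a candidate cause cannot be told apart from other causes with 11 samples. The bound written before this value was seen, a p of 0.05 or more, would have excluded Bacteroides, and it was set aside after the value was seen because it takes no account of the slope's spread. A mislabelled sample also stays open, since the 5 nearest samples, led by replicate 1 of d3 post-12.5 Gy TBI at a Bray–Curtis distance of 0.479, all come from 12.5 Gy. Table S1A gives its title 41.7% Firmicutes and 46.6% Bacteroidetes against 24.3% and 73.9% here. In Table S1A the others of its group have 45.5% to 60.9% Firmicutes and 18.4% to 36.1% Bacteroidetes. Both sources thus give this title the lowest Firmicutes and the highest Bacteroidetes share of its group, so its rank does not speak for an exchange.

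Simpson's and Shannon's indices had slopes on day that differed between the doses, by 0.0123 per day for Simpson (permutation p = 0.0110, adjusted p = 0.0569 over 6 measures) and −0.123 per day for Shannon (permutation p = 0.0190, adjusted p = 0.0569). The tables argue against depth, since the Shannon difference had a permutation p of 0.0247 with counts drawn down to the smallest total, and against any single sample as the whole cause, since the highest permutation p on leaving out each sample in turn was 0.0383, without replicate 2 of d9 post-11 Gy TBI. With Bacteroides left out, the Shannon difference was −0.0990 (permutation p = 0.0828) and the Simpson difference 0.0107 (permutation p = 0.147), so a part of this genus stays open. The doses share 0 title prefixes, so an effect of dose and a batch shown by the title prefix cannot be told apart. After adjustment neither difference passed.

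The same doses and days gave an RD × TSI share of 13.1% of the Bray–Curtis variance (permutation p = 0.0215), a difference between doses in how d1, d3 and d9 differ. Unequal spread between the groups, which was not tested, can also give such a p.

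Among 64 groups of 4 samples tested for a sample far from the others, 6 had such a sample, and chance gives about 1 in 20. Besides those above, Simpson's index was 0.241 in replicate 3 of d9 post-12.5 Gy TBI (others 0.0921 to 0.108). Bacteroidetes made up 42.5% of CTR replicate 1 (others 57.6% to 59.4%, all 4 CTR samples). Proteobacteria made up 2.58% of replicate 2 of d9 post-9.5 Gy TBI (others 0.0408% to 0.386%).

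In the 12.5 Gy samples, a dose that the text and Table S1 of the paper do not report, several taxa differed from CTR by edgeR, and these comparisons cross title prefixes. At d3, Firmicutes were lower in all 4 samples (log2 fold change −1.43, standard error 0.330, adjusted p = 0.000174), Tenericutes were lower in all 4 samples (log2 fold change −6.38, adjusted p = 0.0346, 0.0180% against 1.05% of the counts), and Bacteroides was higher (log2 fold change 3.17, adjusted p = 0.0384, 43.1% ± 30.5 against 21.0% ± 8.40, 2 of 4 samples above every CTR sample). Enterobacteriaceae, with 0 counts in CTR and in the 3 samples of d1 and counts in all 4 samples of d3 and of d9, were at least 127-fold higher at d3 (1.58% ± 1.27, adjusted p = 0.0103, 94.1-fold without the highest sample) and at least 299-fold higher at d9 (3.71% ± 5.08, adjusted p = 0.00887, 101-fold without the highest sample), with the floor of 3 counts over the group's total. The Enterobacteriaceae call was lost without CTR replicate 2 (edgeR adjusted p = 0.0654 at d3 and 0.0581 at d9), without CTR replicate 4 (0.0908 and 0.0576), and at d9 in a fit of the compared groups alone (0.161). The Firmicutes call was lost with DESeq2 (log2 fold change −1.18, adjusted p = 0.0538) and in a fit of the compared groups alone (adjusted p = 0.302), and limma on centred log ratios turned its direction (0.0506, adjusted p = 0.956). The Tenericutes call was lost in 6 of 14 alternatives (adjusted p from 0.0117 to 0.120), among them leaving out replicate 2 (0.107), 3 (0.119) or 4 (0.111) of d3 or CTR replicate 2 (0.0540). The Bacteroides call was lost in 13 of 14 (adjusted p from 0.00959 to 0.699) and kept only without replicate 2 of d3.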

How the results depend on the processing

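The slopes of the diversity indices, the order rank and the rarefaction to the second smallest total were chosen only after the data were seen. Except where the construction of an alternative shows it, the cause was not tested.

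Of 142 alternatives for the 7 adonis and separation results, 133 kept direction and side of the threshold, 3 passed it where the reported value did not and 6 no longer passed. For 67 diversity and phylum results, 1121 of 1177 alternatives kept both, 27 passed newly, 4 no longer passed and 25 turned the direction. For the 14 numbers of family calls, 188 of 234 alternatives stayed within 1.5 times. For 29 taxon values, 294 of 401 alternatives kept both, 93 no longer passed and 14 turned the direction. All 154 alternatives for 6 other values stayed within the spread.

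With counts rarefied to the smallest total, the Chao1 RD × TSI permutation p was 0.0269 and the slope difference between doses −7.26 per day. With the second smallest total these were 0.0130 and −21.6, and the 11 Gy slope was −13.6 per day (permutation p = 0.00883). With singletons set to 0, the Chao1 difference of d9 and d1 at 11 Gy was 27.4 and the Shannon slope at 11 Gy −0.0579 per day (permutation p = 0.0744). At genus rank, the Simpson RD × TSI permutation p was 0.0292 and the Chao1 TSI permutation p 0.0270. At that rank the 9.5 Gy d9 difference from CTR was 0.00185 for Simpson and −0.0111 for Shannon, the 11 Gy d9 to d1 difference of Chao1 was 6.86, its 11 Gy slope 0.538 and its slope difference 0.0115. With centred log ratios of the phyla, the Firmicutes slope was 0.0155 at 9.5 Gy and 0.148 at 12.5 Gy, and the d9 difference from CTR at 12.5 Gy was 1.17. At family rank the permutation p was 0.0606 for the Bray–Curtis separation at 11 Gy, 0.109 for TSI and 0.218 for RD × TSI.

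Numbers of called families moved as follows, from 0 by edgeR except for 1 each at d3 and d9 post-12.5 Gy TBI against CTR. DESeq2 called 1 at d1 and 1 at d9 post-11 Gy TBI against CTR, and 1 between d9 and d1 at 9.5 Gy and 1 at 11 Gy. Without TMM there were 3 between the doses at d9, 3 between d9 and d1 at 11 Gy and 2 at d3 post-12.5 Gy TBI. Without the filter, 1 was called at d9 post-11 Gy TBI against CTR, 1 against 9.5 Gy and 1 against d1, each Enterobacteriaceae (adjusted p = 0.0217, 0.0102 and 0.0290), which the filter removes. With limma on centred log ratios there was 1 between the doses at d9, 1 between d9 and d1 at 9.5 Gy and 2 at d3 post-12.5 Gy TBI. Fits of the compared groups alone gave 2 at d3 and 0 at d9 post-12.5 Gy TBI. Genus rank gave 2 between the doses at d1, 1 at d9, 1 between d9 and d1 at 11 Gy and 0 at d9 post-12.5 Gy TBI, and order rank gave 3 at d3 post-12.5 Gy TBI. The LEfSe-style selection gave 1 at d9 post-9.5 Gy TBI, 1, 1 and 4 at d1, d3 and d9 post-11 Gy TBI, and 2, 4 and 3 at d1, d3 and d9 post-12.5 Gy TBI against CTR. It gave 1 at d3 and 4 at d9 between the doses, and 1 at 9.5 Gy and 2 at 11 Gy between d9 and d1. It differs from edgeR in its test, in having no filter on low counts and in adjusting for no number of tests, and these were not told apart.

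Between the doses at d9, the Firmicutes log2 fold change was −0.0498 with DESeq2 and −0.0871 without the filter. Clostridia and Clostridiales were at −0.0832 and −0.0871 without the filter and at −0.0235 and −0.0257 in fits of the compared groups alone. Lachnospiraceae were at −0.24 without TMM, −0.28 without the filter and −0.38 in a fit of the compared groups alone. Porphyromonadaceae at d3 were at 0.0517 in that fit, and Firmicutes at d3 post-12.5 Gy TBI against CTR at 0.0506 with limma on centred log ratios (adjusted p = 0.956).

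Leaving out 1 sample at a time moved these results. The permutation p of RD × TSI ran from 0.0180 to 0.255 for Simpson, 0.0164 to 0.269 for Chao1, 0.0103 to 0.126 for Shannon, 0.0489 to 0.738 for the Firmicutes count and 0.0434 to 0.432 for the log10 ratio. It ran from 0.0241 to 0.359 for RD of Chao1 and from 0.0465 to 0.461 for RD of the log10 ratio. Differences from CTR ran from −0.0152 to 0.00155 for Simpson at d1 post-12.5 Gy TBI and from −0.00777 to 0.00765 at d9 post-9.5 Gy TBI. Slopes per day of Chao1 ran from −35.5 to −13.7 at 11 Gy and from −63.3 to −36.3 for the difference between doses. Those of Shannon ran from −0.0852 to −0.0400 at 11 Gy and 0.0336 to 0.0819 at 9.5 Gy. For the Firmicutes count they ran from 108 to 260 at 11 Gy and −175 to 71.5 at 9.5 Gy, and for the Firmicutes share from 0.142 to 1.40 at 11 Gy and −0.846 to 0.301 at 12.5 Gy. For the log10 ratio they ran from −0.0233 to 0.00375 at 11 Gy and −0.0104 to 0.0208 at 12.5 Gy.

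The exact permutation p of the separation of d9 ran from 0.00606 to 0.0727 at 9.5 Gy by Bray–Curtis distance, and by Euclidean distance from 0.0273 to 0.182 at 9.5 Gy and 0.0417 to 0.15 at 11 Gy. That of the Bray–Curtis RD × TSI ran from 0.007 to 0.0706. Numbers of called families ran from 0 to 3 between d9 and d1 at 11 Gy, 0 to 1 at d9 post-11 Gy TBI against CTR and against 9.5 Gy, 0 to 1 between d9 and d1 at 9.5 Gy, and 0 to 2 at d3 and at d9 post-12.5 Gy TBI. Log2 fold changes between the doses ran from −0.81 to 0.25 for Porphyromonadaceae at d3 and from −0.15 to 0.59 for Lachnospiraceae at d9. Replicate 2 of d9 post-11 Gy TBI gave the lowest or highest value for 10 of these results.

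Replicates of the same number share only that number. Their mean correlation of deviations from the group means was 0.0211 over 62 pairs, against −0.00248 over 227 other pairs. With the number as a block, the numbers of called families did not change, but 5 genus calls no longer passed. These are [Ruminococcus] and Bilophila between the doses at d1 (adjusted p = 0.108 each), Prevotella between the doses at d9 (0.0764) and between d9 and d1 at 11 Gy (0.0782), and Bacteroides at d3 post-12.5 Gy TBI (0.165). The block changed no other call named in the text. Depth limits replicate 2 of d1 post-9.5 Gy TBI more than any other sample, since it holds 237 counts.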

Differences from the paper's values

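The slopes of the diversity indices and the rarefaction to the second smallest total named here were chosen only after the data were seen.

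The paper gives 20% for the rest of the abundance profile beside Firmicutes, Bacteroidetes and Proteobacteria, and the value here was 3.22%. Table S1B of the paper leaves 7.49% to 10.7% per group beside these 3 phyla. None of 28 alternatives set before the data were examined closes this gap (1.81% to 3.30%). The paper counts 21 other phyla and the deposited table names 5, under each of the 28 alternatives. For TSI the paper gives p = 0.041, and the permutation p here was 0.0085, with 0 of 27 alternatives within 1.5 times of the paper's value (0.0014 to 0.109). Both pass 0.05, except here at family rank. For PC1 of the 9.5 Gy samples the paper gives 45%, and the value here was 26.9%. Family rank closes this gap (37.2%) and the other 19 of 20 alternatives do not (from 22.7%), while Euclidean distance gave 42.7%.

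For Simpson's index the paper shows about 0.023 in Fig. 2, read by eye, for CTR, and the value here was 0.0598. At d9 it shows about 0.021 post-9.5 Gy TBI in Fig. 2, read by eye, and about 0.021 post-11 Gy TBI, against 0.0578 and 0.107 here. For Chao1 it shows about 1100 in CTR and about 1200 at d9 post-11 Gy TBI in Fig. 2, read by eye, against 615 and 495. In each of these cases 0 of 8 alternatives set before the data were examined closes the gap. For Shannon's index at d9 post-11 Gy TBI it shows about 5.3 in Fig. S2, read by eye, against 3.51 with natural logarithms, and only leaving out replicate 2 of that group closes this gap on that scale (7 of 8 alternatives do not). In bits the value here was 5.07 and does not differ.

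For the Firmicutes count the paper shows about 120000 in CTR, about 120000 at d1 and about 230000 at d9 post-11 Gy TBI in Fig. 3, read by eye. The values here were 2690, 2392 and 4421, from deposited totals that are lower than those of Table S1A, and 0 of 5, 0 of 4 and 0 of 5 alternatives close these gaps. For the log10 ratio of Bacteroidetes to Firmicutes the paper shows about 0.07 in CTR and about −0.24 at d9 post-11 Gy TBI in Fig. 3, read by eye, against 0.207 and 0.0796, and 0 of 5 alternatives close either gap (lowest −0.0547 at d9).

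For pooled counts of a group, Table S1B of the paper gives 30.0% Bacteroidetes at d9 post-11 Gy TBI, against 53.3% here. Leaving out replicate 2 closes this gap (44.2%), and the other 4 of 5 alternatives do not. For Proteobacteria the paper gives 8.09% at d1 and 7.74% at d9 post-9.5 Gy TBI and 10.5% at d9 post-11 Gy TBI, against 0.920%, 0.927% and 1.75%. For d1 post-9.5 Gy TBI the samples are not the same, since 3 of the 4 used here are in Table S1A, and no pool of its samples gives the values of Table S1B for this group. For Actinobacteria in CTR, at d1, d3 and d9 post-9.5 Gy TBI and at d1, d3 and d9 post-11 Gy TBI, the paper gives 0.835%, 0.819%, 0.530%, 0.714%, 1.36%, 0.584% and 0.747%. The values here were 0, 0.0148%, 0.00883%, 0.00804%, 0, 0.0162% and 0. For Deferribacteres in the same order the paper gives 0.861%, 0.745%, 0.639%, 0.178%, 0.377%, 0.681% and 1.41%, against 0.149%, 0.260%, 0.106%, 0.0670%, 0.105%, 0.122% and 0.233%. For Cyanobacteria the paper gives 0.871% at d1 and 0.508% at d3 post-11 Gy TBI, against 0.0630% and 0.0405%. For Proteobacteria, Actinobacteria, Deferribacteres and Cyanobacteria none of the alternatives (5 per group, 4 at d1 post-11 Gy TBI) closes these gaps.

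The paper finds no effect of RD × TSI on beta diversity, and here RD × TSI passed the test (permutation p = 0.0215). At family rank (0.218), without replicate 2 of d9 post-11 Gy TBI (0.0706) and without replicate 3 of d3 post-9.5 Gy TBI (0.0527) it did not. The paper describes a similar pattern by Euclidean distance, where the separation of d9 here had exact permutation p of 0.0768 and 0.0606.

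The paper finds an effect of TSI on Simpson's index and on Chao1, and here the permutation p was 0.852 and 0.550. At genus rank TSI passed for Chao1 (permutation p = 0.0270). For RD × TSI of Chao1 the paper finds a moderate effect, and here counts rarefied to the smallest total (permutation p = 0.0269), to the second smallest total (0.0130, chosen after seeing the values) and leaving out replicate 3 of d1 post-11 Gy TBI (0.0164) reach a p under 0.05. The paper finds Simpson's index at d9 lower than in CTR after both doses. Here the difference was −0.00198 at 9.5 Gy, a direction like the paper's that turned at genus rank (0.00185) and on leaving out 3 of 7 single samples, and 0.0477 at 11 Gy, in the opposite direction. The paper finds Chao1 at d9 higher than in CTR after both doses. Here it was 199 higher at 9.5 Gy and 121 lower at 11 Gy. With counts rarefied to the smallest total these differences were 18.0 and −17.0, and with singletons set to 0 they were 48.8 and −4.92. For the rise of Chao1 from d1 to d9 the values were 258 at 9.5 Gy and −160 at 11 Gy, and with singletons set to 0 (27.4) or at genus rank (6.86) the 11 Gy difference has the paper's direction. With counts rarefied to the smallest total (133 at d9 against 151 at d1) or to the second smallest (306 against 404) it does not.

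The paper finds effects of RD and TSI on Firmicutes, and here the permutation p was 0.974 and 0.854 for the count. The rise of Firmicutes with day post-11 Gy TBI had the paper's direction (194 counts per day) and passed without replicate 2 of d9 (260, permutation p = 0.0364) and without replicate 4 of d3 (217, permutation p = 0.045). For the log10 ratio of Bacteroidetes to Firmicutes the paper finds effects of RD and RD × TSI and a decrease with day post-11 Gy TBI. Here the slope was −0.00442 per day, in the paper's direction, which turned on leaving out 3 of 11 single samples (up to 0.00375), and without replicate 2 of d9 RD (permutation p = 0.0465), RD × TSI (0.0434) and the slope (−0.0233, permutation p = 0.0169) passed. For TSI of this ratio the permutation p was 0.799.

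The paper reports no taxa at d1, while edgeR here called [Ruminococcus] and Bilophila between the doses and DESeq2 called Porphyromonadaceae post-11 Gy TBI against CTR. Most alternatives lost both genus calls, among them the replicate number as a block (edgeR adjusted p = 0.108 each). The d1 samples used here are also in part other samples than the paper's. The CTR mean of Porphyromonadaceae rests mostly on replicate 1 (4.36%, against 0.362% and 0.0560% in replicates 2 and 4). Of the taxa of Table S2, 11 of 12 tested had the paper's direction by edgeR, but they hold only 7 different sets of counts, of which 6 had it by edgeR and 5 by mean share. Porphyromonadaceae at d9 did not (log2 fold change 3.48), and 0 of the 12 passed by edgeR. The 11 Gy mean of this family at d9 rests mostly on replicates 1 and 2 (2.34% and 7.77%, against 0.0128% and 0.0848% in replicates 3 and 4). The number with the paper's direction depends on the settings. Firmicutes, Clostridia and Lachnospiraceae at d9 turned without the filter. Porphyromonadaceae at d3 and Clostridia and Lachnospiraceae at d9 turned in a fit of the compared groups alone. Of the families that the LEfSe-style selection picked between the doses at d9, Enterobacteriaceae were higher post-11 Gy TBI, as the paper has for nodes of Proteobacteria. The paper names Actinobacteria as shifted by both doses at d9, and here they had 3 counts post-9.5 Gy TBI and 0 post-11 Gy TBI and in CTR.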

Other observations

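The splits of the samples, the correlations with Table S1A and the bounds without the highest sample were chosen only after the family calls, the differences in totals and the counts had been seen.

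The 12.5 Gy samples carry their own title prefix, so every difference from CTR is also a difference between prefixes. At d1 post-12.5 Gy TBI, Anaerostipes, a butyrate producer, held 230 counts in all 3 samples (0.674% ± 0.266) and 0 in the CTR samples used. It was at least 54.2-fold higher (45.3-fold without its highest sample, edgeR adjusted p = 0.0888). The left-out CTR replicate 3 held Anaerostipes counts, so these bounds hold only without that replicate. At d3 Bacteroidetes made up 76.6% ± 6.80 and Firmicutes 16.6% ± 8.54 of the counts (SD, n = 4). At d9 Candidatus Arthromitus, a genus known for attaching to the gut epithelium, had 0 counts against 34 counts in CTR. It was at least 17.4-fold lower (11.1-fold without the highest CTR sample, edgeR adjusted p = 0.0551). The left-out CTR replicate 3 had 0.00726%, below the floor of 0.00836% behind these bounds. Ruminococcus made up 0.462% ± 0.275 at d9 against 2.66% ± 1.69 in CTR (edgeR adjusted p = 0.162). Lactobacillus made up 0.377% ± 0.267, 2.54% ± 3.50 and 3.33% ± 6.24 at d1, d3 and d9.

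Shannon's index post-12.5 Gy TBI was 4.11 ± 0.146 at d1 (SD, n = 3), 2.96 ± 0.557 at d3 and 3.16 ± 0.128 at d9 (SD, n = 4 each). The difference from CTR was −0.961 at d3 (exact permutation p = 0.0571, adjusted p = 0.114) and −0.761 at d9 (exact permutation p = 0.0286, adjusted p = 0.114, lower in all 4 samples). Chao1 was 834 ± 114, 427 ± 209 and 503 ± 74.8. In these samples butyrate producers had camera p = 0.163 (adjusted, preset correlation) at d1 and Bacteroidales 0.186 at d3, and 0 of 3 lists passed on any day. Adjusted over the list alone, 1 of 4 tested butyrate producers was higher at d1 and at d9, and among 5 Bacteroidales 1 was lower at d1 and 1, Bacteroides, higher at d3.

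For the numbers of called families, other splits of the same samples were run. With 4 against 3 or 4 against 4 samples there are 35 splits, and where 0 families were called all 35 call at least as many by definition, so the splits decide nothing there. This holds for 9.5 Gy at d1, d3 and d9 and 11 Gy at d3 and d9 against CTR, between the doses at d1, d3 and d9, and between d9 and d1 at 9.5 Gy and 11 Gy. The highest number in another split was 3 for d9 post-11 Gy TBI against CTR and against d1, 1 between the doses at d3 and d9 and between d9 and d1 at 9.5 Gy, and 0 for the rest. For 12.5 Gy against CTR, 1 family was called at d3 and at d9, and the highest other was 1 each, reached with the real split by 8 of 35 splits at d3 and by 4 of 35 at d9, so chance could not be excluded. For d1 post-11 Gy TBI and d1 post-12.5 Gy TBI against CTR, 0 families were called, so all 10 splits call at least as many, and the highest other was 1 and 0.

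For the 26 samples that Table S1A and the deposited table share, total counts correlated with r = 0.785 (permutation p = 1e-05, the smallest 100000 permutations can give, adjusted p = 9e-05 over 9 correlations, rank correlation 0.746, r = 0.666 without the 2 farthest samples). The share of Firmicutes correlated with r = 0.617 (permutation p = 0.00073, adjusted p = 0.00285, rank correlation 0.648, r = 0.489 without the 2 farthest). The share of Bacteroidetes correlated with r = 0.439 (permutation p = 0.0241, adjusted p = 0.0310, rank correlation 0.494, r = 0.291 without the 2 farthest). Within the prefix of CTR and 11 Gy (n = 15) these r were 0.668, 0.707 and 0.607, and within that of 9.5 Gy (n = 11) 0.854, 0.615 and 0.161.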
